# Pathway-Specific Engineered Mouse Allograft Models Functionally Recapitulate Human Serous Epithelial Ovarian Cancer

**DOI:** 10.1371/journal.pone.0095649

**Published:** 2014-04-18

**Authors:** Ludmila Szabova, Sujata Bupp, Muhaymin Kamal, Deborah B. Householder, Lidia Hernandez, Jerome J. Schlomer, Maureen L. Baran, Ming Yi, Robert M. Stephens, Christina M. Annunziata, Philip L. Martin, Terry A. Van Dyke, Zoe Weaver Ohler, Simone Difilippantonio

## Abstract

The high mortality rate from ovarian cancers can be attributed to late-stage diagnosis and lack of effective treatment. Despite enormous effort to develop better targeted therapies, platinum-based chemotherapy still remains the standard of care for ovarian cancer patients, and resistance occurs at a high rate. One of the rate limiting factors for translation of new drug discoveries into clinical treatments has been the lack of suitable preclinical cancer models with high predictive value. We previously generated genetically engineered mouse (GEM) models based on perturbation of *Tp53* and *Rb* with or without *Brca1* or *Brca2* that develop serous epithelial ovarian cancer (SEOC) closely resembling the human disease on histologic and molecular levels. Here, we describe an adaptation of these GEM models to orthotopic allografts that uniformly develop tumors with short latency and are ideally suited for routine preclinical studies. Ovarian tumors deficient in *Brca1* respond to treatment with cisplatin and olaparib, a PARP inhibitor, whereas *Brca1*-wild type tumors are non-responsive to treatment, recapitulating the relative sensitivities observed in patients. These mouse models provide the opportunity for evaluation of effective therapeutics, including prediction of differential responses in *Brca1*-wild type and *Brca1*–deficient tumors and development of relevant biomarkers.

## Introduction

Ovarian cancer is the second most common gynecologic cancer and the most frequent cause of gynecologic cancer-related deaths in the USA [1], with over 50% presenting as serous epithelial ovarian cancer (SEOC). Most advanced SEOCs have spread beyond the ovary at the time of diagnosis, and their management involves surgical de-bulking, followed by chemotherapy with a combination of platinum and taxane drugs [2], [3]. Despite initially high response rates, most patients relapse with a median progression-free survival of 18 months [4], making the search for new therapeutics imperative.

Over the last several years much progress has been made in identifying hallmark genetic lesions associated with SEOC. The Cancer Genome Atlas (TCGA) study of a large high grade SEOC cohort revealed that mutations in *TP53* predominated, occurring in at least 96% of tumors [5]. Alterations in the RB network were observed in 67% of cases, and about 20% of tumors had germ line or somatic mutations in *BRCA1/2* with an additional 11% having lost BRCA1 expression through epigenetic silencing [5].

BRCA1 and BRCA2 play important roles in homologous recombination (HR), and loss of either protein leads to deficiency in double strand DNA break (DSB) repair [6]. In HR-deficient cells, DSBs are repaired by error-prone mechanisms, which can lead to genomic instability. Chemical inhibition of single strand (ss) DNA break repair in HR-deficient cells can lead to synthetic lethality due to the concurrent absence of two DNA repair pathways [7], [8]. In the clinic, poly(ADP)-ribose polymerase inhibitors (PARPi) are undergoing evaluation as a method of exploiting synthetic lethality for therapeutic intervention. PARP-1 is required for identification of ssDNA breaks (SSB) and recruitment of repair proteins into damaged sites [9]. Inhibition of this process in BRCA-deficient cells leads to the accumulation of DSBs, due to collapsed replication forks, and ultimately to cell death [10]–[12]. Based on these findings, PARPi have been tested in clinical trials as single or combination therapies in patients with advanced solid tumors [13]–[15]. Recently, the orally active PARPi, olaparib (AZD2281), showed clinical antitumor activity in BRCA-associated ovarian and breast cancers [15]–[19].

Thus far, clinical trials of new therapeutic agents have relied on preclinical studies performed in cell lines and immunocompromised cell line xenograft models. Subsequent high failure rates in human trials suggest a need for preclinical models with better predictive value [20]. Genetically engineered mouse models (GEMMs) have important advantages over cell line xenograft models, in that the tumors are driven by defined genetic events and arise due to the accumulation of additional stochastic events within the organ of interest and are, therefore, subject to relevant microenvironment and host cell responses. Several epithelial ovarian cancer GEMMs that develop tumors resembling human disease have been reported [21]–[25]; however, these models have not been tailored for efficient use in preclinical studies, and few recapitulate the full range of genetic and biological features of human SEOC.

Previously, we reported GEMMs that develop ovarian cancers with the genetic and biological characteristics of human SEOCs [26]. Targeted to the ovarian surface epithelium, abrogation of RB tumor suppression (TS) initiated disease, and *Tp53* aberration (missense mutation or deletion) facilitated disease progression to aggressive peritoneal dissemination and metastasis. Ovarian tumors from these models, including those deficient in either *Brca1* or *Brca2*, represent all 4 transcriptional subclasses of human SEOC. Here, we utilize these models to create orthotopic immunocompetent transplant models, and to generate synchronized cohorts of mice suitable for preclinical studies. To determine whether these models are tractable for use in routine efficacy studies and if their therapeutic responses reflect observed outcomes in human trials, we performed single or combination treatment with standard platinum chemotherapy and olaparib. As observed in patients, treatment response was dependent on *Brca1* status, thereby demonstrating the utility of these models in evaluating the potential efficacy of novel therapeutics for ovarian cancer.

## Material and Methods

### Experimental animals

All animal experiments were performed in accordance to animal study protocol approved by the Institutional Animal Care and Use Committee of Frederick National Laboratory for Cancer Research and the National Institutes of Health Guide for the Care and Use of Laboratory Animals. FNLCR is accredited by AAALAC International and follows the Public Health Service Policy for the Care and Use of Laboratory Animals. Animal care was provided in accordance with the procedures outlined in the “Guide for Care and Use of Laboratory Animals” (National Research Council; 1996; National Academy Press; Washington, D.C.). Animals were kept in a barrier facility at FNLCR under HEPA filtration in micro isolator cages and fed with autoclaved laboratory rodent diet (LabDiet, St. Louis, MO). All animal procedures were performed under anesthesia using inhalation of 1–2.5% isoflurane. The endpoint for mice was change in general health, specifically >20% body weight loss, inability to eat, drink, or ambulate, hunched posture, difficulty breathing or signs of hypothermia as well as signs of ascites with abdominal distension and palpable tumor of approximately 2 cm size. Animals that exhibited clinical signs, solid tumor growth of 2cm, or became moribund before maximum ascites expansion (approximate doubling of the width of the abdomen) were promptly euthanized by CO2 inhalation.

Detailed mouse strain information and generation of adenovirally induced SEOC models have been described previously [26]. Beige nude [Cr:NIH-bg-nu-Xid], athymic nude [Athymic NCr-nu/nu] and FVB [FVB/NCr] female mice were obtained from the Animal Production Program, FNLCR or from Jackson Laboratories [FVB/NJ].

### Orthotopic tumor transplantation

To perform orthotopic tumor transplantation, the lumbar region of FVB females (5–8 weeks old) was shaved, animals were anesthetized and the skin was aseptically prepared for surgery. A lateral longitudinal skin incision was made in the flank region overlying the right ovary and another smaller incision was made in the peritoneum. The exposed ovary, with the surrounding fat pad, was exteriorized and a small donor tumor fragment (about 2 mm) was inserted under the bursa through a small surgical tear. The ovaries were replaced back into the abdominal cavity, the peritoneum was sutured and the skin closed with metal clips.

### Cell cultures

Human ovarian carcinoma cell line HeyA8 was a gift from Dr. Elise Kohn, NCI, and was originally described in [27]; lines 1A9 and cisplatin-resistant 1A9CP80 were gifts from Dr. Tito Fojo (NCI), and were derived as in [28], [29]; *BRCA1* mutant line UWB1.289 was obtained from ATCC (Manassas, VA). All ovarian lines were cultured in RPMI (Life Technologies, Grand Island, NY) with 10% fetal bovine serum (Hyclone, Pittsburg, PA) and standard antibiotics; 1A9CP80 cell medium was supplemented with 80 mM cisplatin (Tocris, Bristol,UK). A detailed procedure for establishment of murine ovarian cancer cell lines is provided in Data S1.

### *In vitro* cytotoxicity assays

Viability of the attached ovarian cancer cells was assessed using XTT as described [30]. Briefly, cells were seeded in 96-well plates at a density of 1–2,000 cells/50 µl/well and incubated for 24 h. Cisplatin (Tocris, Bristol,UK) and olaparib (AZD2281, Selleck Chemicals, Houston, TX) were prepared in dimethyl sulfoxide (DMSO) stocks and applied to plated cells from freshly prepared working solutions serially diluted in medium. Cells were replenished with fresh drugs after 3 days and the viability was determined after 7 days by incubating cultures with XTT and measuring the absorbance using Tecan F200 plate reader (Research Triangle Park, NC). Cell density in treated wells was expressed as percentage of control. Experiments included triplicate samples and were repeated at least three times. IC50 values (concentrations producing loss of viability in 50% of cells) were calculated by linear regression.

### Preclinical studies in mice

For *in vivo* studies, cisplatin (Tocris, Bristol, UK) was reconstituted in sterile 0.9% saline solution and injected intraperitoneally, and olaparib (AZD2281, Selleck Chemicals, Houston, TX) was administered orally in vehicle [PBS containing 10% DMSO (Sigma, St. Luis, MO) and 10% (2-Hydroxypropyl)-cyclodextrin (Sigma, St. Luis, MO)]. For the pharmacodynamic studies mice with established orthotopic ovarian tumors (∼0.5 cm in diameter) were treated with: 1) cisplatin (5 mg/kg), n = 3; 2; 3 and 3 for line 29255; 32233; 39877 and 30200; respectively, 2) olaparib (50 mg/kg), n = 1; 3; 2 and 3 for line 29255; 32233; 39877 and 30200; respectively 3) cisplatin (5 mg/kg) followed by olaparib (50 mg/kg) 1 hr later, n = 3; 2; 2 and 2 for line 29255; 32233; 39877 and 30200; respectively or 4) vehicle, n = 2; 2; 2 and 1 for line 29255; 32233; 39877 and 30200; respectively, on day 1. Groups 2 and 4 received another dose of olaparib and group 4 another dose of vehicle 24 hrs later. All animals were euthanized on day 2, two hours after last dosing. Tumor tissues were collected and PAR levels were measured using the HT PARP *in vivo* Pharmacodynamic Assay II (Trevigen, Gaithersburg, MD). Tumor lysates were prepared according to manufacturer's instructions and 2 µg of total proteins were analyzed.

For efficacy and long term treatment studies animals with palpable tumors (∼0.5 cm in diameter) were imaged and randomized into 4 treatment groups, as described above, based on tumor volume to achieve approximately same distribution of volumes in all groups. Cisplatin was administered intraperitoneally once a week. Olaparib and vehicle were administered orally for 5 consecutive days per week. Animals in efficacy studies were treated for 2 or 3 weeks, imaged to determine changes in tumor volume and euthanized 2 hours post olaparib/vehicle dosing. Animals in long-term dosing study were treated for up to 10 weeks and imaged biweekly using ultrasound (US) to determine the tumor volumes. They were monitored after cessation of treatment for tumor development and were euthanized once moribund due to tumor burden. Tumor tissue was collected for histological analysis and immunohistochemistry (IHC).

### Gene expression profiling

Gene expression profiling and comparison of murine and human datasets was performed as described previously [26]. Data for gene expression analysis of murine primary and derived orthotopic SEOC tumors are publicly available at Gene Expression Omnibus database under accession number GSE51927.

Data S1 contain material and methods for establishment of murine primary tumor cell lines, cell implantations, imaging and tumor volume measurements, tissue collection, pathological and IHC analysis, quantitative analysis of IHC stains, immunofluorescent staining of human and murine cells and quantitative PCR analysis of *Brca1* status.

## Results

### Transplant models retain biological and genetic features of primary SEOCs

GEM SEOC models were induced by injection of an adenoviral Cre vector into the ovarian bursa of mice harboring various combinations of Cre-dependent alleles. As described previously [26], when RB-TS function was inactivated via expression of *TgK18_T121_* allele and was combined with *Tp53* deletion or missense mutation (*p53^R172H^*), cancers evolved over the course of 8–12 months to produce high grade metastatic disease. Loss of *Brca1* or *2* combined with RB-TS inactivation did not result in disease progression beyond stage I without concurrent Tp53 aberration, and did not noticeably influence the biology of disease progression when combined with perturbation of *Rb* and *Tp53*. However, *Brca1* or *Brca2* status clearly impacts certain therapeutic outcomes in humans; therefore it was important to maintain models both with and without wild type *Brca1* for preclinical studies. The *de novo* SEOC models are excellent for understanding disease etiology and for biomarker discovery, however, they exhibit a long latency to advanced disease, making the timing of cohort production for preclinical studies challenging. Additionally, due to presence of the p53^R172H^ allele (a null allele prior to recombination), SEOC GEM models may develop tumors outside of the ovary such as lymphomas and sarcomas [26], reducing the predictable cohort size. These features render the models sub-optimal for preclinical therapeutic studies.

To adapt these models to effective preclinical tools preserving SEOC stromal characteristics and immunocompetency, we optimized orthotopic transplantation of tumor fragments from primary GEM-derived SEOCs into the ovarian bursa of recipient mice (Fig. 1A). Of 35 primary tumors, 17 tumors were successfully passaged into syngeneic recipient mice (Table 1). The take rate in passage 1 varied from 20–100% among different tumor lines with marked differences in take rate between *Brca1* null (*TgK18G_T121_^tg/+^/Brca1^Δ/Δ^/p53^Δ/Δ^)* and *Brca1* wild type *(TgK18G_T121_^tg/+^/p53^Δ/Δ^)* tumors (95%±5.0 vs 64.5%±5.6, p<0.01). For both genotypes, the latency of development to terminal stage was substantially shortened from 9.95±1.29 to 2.12±0.61 months compared to the de novo model (Table 1). Subsequent *in vivo* passaging further shortened latencies and often improved take rates (Table 1). We also observed differences in latency between passaged tumors of *TgK18G_T121_^tg/+^/Brca1^Δ/Δ^/p53^Δ/Δ^* v*s TgK18G_T121_^tg/+^/p53^Δ/Δ^* genotypes in the first (P1) (2.8±0.2 months vs 3.6±0.1 months, p<0.01) and second (P2) passage (1.8±0.1 months vs 2.7±0.2 months, p<0.01). Of note, we also attempted to establish orthotopic allograft models using cells cultured from primary tumors or ascites. While such cultures could be readily established *in vitro* and proved useful for evaluation of drug cytotoxicity (see below), orthotopic implantation *in vivo* was much less successful in efficiently establishing tumors with required fidelity compared with direct transplantation of tumor tissues in syngeneic recipients (Data S1).

**Figure 1:**
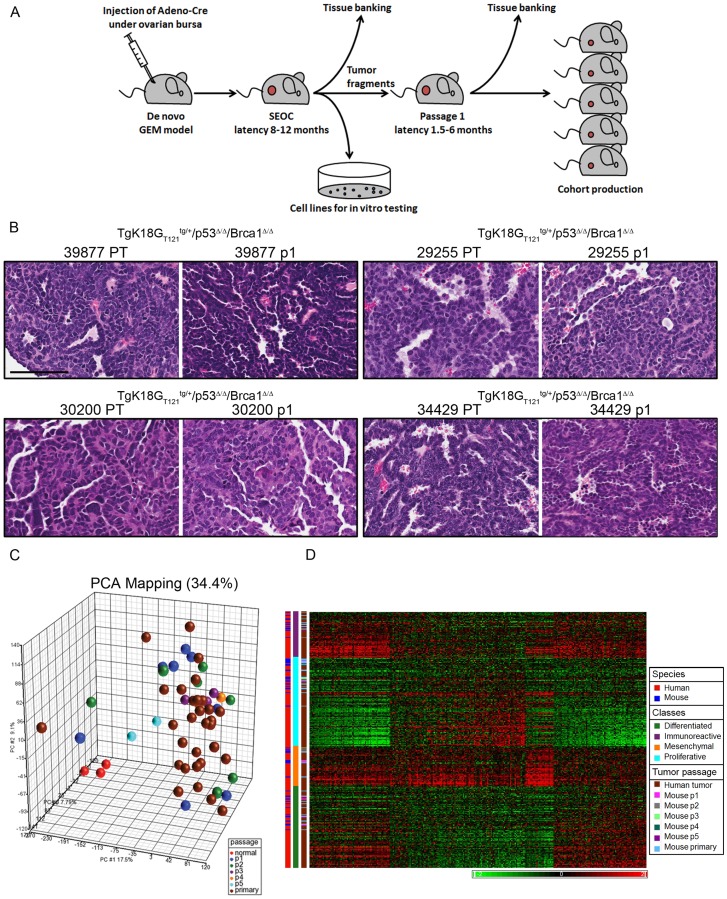
Development and characterization of orthotopic models for SEOC. A, Allograft models of SEOC were generated by transplantation of an ovarian tumor fragments from the *de novo* models of SEOC under the bursae of syngeneic immunocompetent mice. Primary ovarian carcinoma cell lines were generated simultaneously. The latency for tumor development in orthotopic models shortened substantially compared to the latency of the *de novo* model. B, H&E of primary tumors (PT) and corresponding passage 1 (p1) tumors from 4 different tumor lines indicating SEOC histology in PT and derived orthotopic tumor transplants. Scale bar represents 100 µm. C, Principal component analysis of normal ovarian surface epithelium, primary ovarian tumors and different passages of derived orthotopic tumors. D, Cluster analysis of merged human and mouse data using classifier gene sets showed that passaged tumors, similarly to primary tumors, represented all 4 subgroups of human SEOC originally derived from TCGA study [5].

**Table 1:** Summary of orthotopic syngeneic tumor transplants.

		Primary	P1			P2		
Line	Genotype	Latency* (months)	Take rate (N)	Average latency* (months)	Histology (inter-tumor)	Take rate (N)	Average latency* (months)	Histology (inter-tumor)
**30200**	TgK18G_T121_^tg/+^/ Brca1^Δ/Δ^/p53^Δ/Δ^	7.3	100% (5/5)	2.7	80% SEOC, poorly differentiated papillary; 20% SEOC, papillary	100% (5/5)	2.4	60% SEOC, poorly differentiated papillary; 40% undifferentiated carcinoma
**36799**	TgK18G_T121_^tg/+^/ Brca1^Δ/Δ^/p53^Δ/Δ^	8.7	100% (6/6)	3.2	100% SEOC, papillary	87% (13/15)	2.2	77% SEOC, papillary; 23% SEOC, poorly differentiated papillary
**33641**	TgK18G_T121_^tg/+^/ Brca1^Δ/Δ^/p53^Δ/Δ^	11.1	60% (3/5)	3.4	100% SEOC, poorly differentiated papillary	90% (9/10)	1.4	67% undifferentiated carcinoma; 22% SEOC, poorly differentiated papillary; 11% SEOC, papillary
**39877**	TgK18G_T121_^tg/+^/ Brca1^Δ/Δ^/p53^Δ/Δ^	8.4	100% (4/4)	3.2	100% SEOC, papillary	100% (5/5)	1.4	100% SEOC, papillary
**33364**	TgK18G_T121_^tg/+^/ Brca1^Δ/Δ^/p53^Δ/Δ^	9.6	100% (5/5)	3.2	80% SEOC, papillary; 20% SEOC, poorly differentiated papillary	100% (23/23)	1.5	70% SEOC, papillary; 30% SEOC, poorly differentiated papillary
**39647**	TgK18G_T121_^tg/+^/ Brca1^Δ/Δ^/p53^Δ/Δ^	9.8	100% (5/5)	1.6	60% SEOC, poorly differentiated papillary; 40% undifferentiated carcinoma	100% (9/9)	1.5	100% undifferentiated carcinoma
**36685**	TgK18G_T121_^tg/+^/ Brca1^Δ/Δ^/p53^Δ/Δ^	9.8	100% (5/5)	2.4	100% SEOC, papillary	100% (13/13)	1.8	92% SEOC, papillary; 8% SEOC, poorly differentiated papillary
**39646**	TgK18G_T121_^tg/+^/ Brca1^Δ/Δ^/p53^Δ/Δ^	8.6	100% (4/4)	2.60	75% SEOC, papillary; 25% SEOC, poorly differentiated papillary	100% (5/5)	1.9	100% SEOC, papillary
**22864**	TgK18G_T121_^tg/+ ^/Brca1^Δ/Δ^/p53^R172H/Δ^	10.6	50% (2/4)	5.4	100% SEOC, papillary	54% (7/13)	1.9–5.6	71% SEOC, papillary; 29% SEOC, poorly differentiated papillary
**25604**	TgK18G_T121_^tg/+^/ Brca2^Δ/Δ^/p53^R172H/Δ^	9.4	20% (1/5)	5.9	100% SEOC, papillary	0% (0/4)	N/A	N/A
**27719**	TgK18G_T121_^tg/+^/ Brca2^Δ/Δ^/p53^R172H/Δ^	8.9	100% nudes (5/5)0% FVB (0/5)	2.8 nudes	60% SEOC, papillary; 20% SEOC, poorly differentiated papillary; 20% undifferentiated carcinoma	100% nudes (5/5) 20% FVB (1/18)	3.2 nudes 3.5 FVB	FVB: 100% SEOC, poorly differentiated papillary; NUDES: 60% SEOC, papillary; 40% SEOC, poorly differentiated papillary
**29255**	TgK18G_T121_^tg/+^/ p53^Δ/Δ^	11.7	60% (3/5)	4	33% SEOC, papillary; 33% SEOC, poorly differentiated; 33% no diagnosis available	93% (13/14)	2.2	54% SEOC, papillary; 38% SEOC, poorly differentiated papillary; 8% undifferentiated carcinoma
**34429**	TgK18G_T121_^tg/+^/ p53^Δ/Δ^	10.9	50% (2/4)	3.6	66% SEOC, papillary; 33% no diagnosis available	80% (4/5)	3.2	25% no diagnosis; 75% SEOC, papillary
**36341**	TgK18G_T121_^tg/+^/ p53^Δ/Δ^	10.3	50% (2/4)	3.95	50% undifferentiated carcinoma; 50% SEOC, poorly differentiated papillary	60% (3/5)	3	66% undifferentiated carcinoma; 33% SEOC, poorly differentiated papillary
**32233**	TgK18G_T121_^tg/+^/ p53^Δ/Δ^	11	80% (4/5)	3.1	100% SEOC, papillary	100% (4/4)	2.8	100% SEOC, papillary
**34706**	TgK18G_T121_^tg/+^/ p53^Δ/Δ^	11.9	80% (4/5)	3.7	50% undifferentiated carcinoma; 25% SEOC, papillary; 25% SEOC, poorly differentiated papillary	70% (7/10)	2.3	57% SEOC, poorly differentiated papillary; 29% SEOC, papillary; 14% undifferentiated carcinoma
**35087**	TgK18G_T121_^tg/+^/ p53^Δ/Δ^	11.2	67% (2/3)	3.5	100% SEOC, papillary	N/A	N/A	N/A

*latency of tumor development from induction or transplantation till end point.

*TgK18G_T121_^tg/+^  = * transgenic for bacterial artificial chromosome containing the mouse cytokeratin 18 gene, into which a Cre-conditional loxP-GFP-stop-loxP T_121_ cassette was inserted.

*Brca1^Δ/Δ^  = * deletion mutant for *Brca1* gene.

*Brca2^Δ/Δ^  = * deletion mutant for *Brca2* gene.

*p53^Δ/Δ^*  =  deletion mutant for p53 gene.

*p53^R172H/Δ^*  = point mutation and deletion mutant for *p53* gene.

To determine whether significant changes in tumor phenotype were associated with increased passage number, primary and orthotopic tumor histopathologies were assessed and classified as SEOC papillary, SEOC poorly differentiated papillary, or undifferentiated carcinoma (see Data S1). There was a high concordance in the classification of donor and the P1 and P2 tumors, although a trend towards the loss of well differentiated SEOC histology was observed with increased passage number (Fig. 1B, Table 1). As with the *de novo* SEOC mouse model and human disease, a substantial percentage of mice with orthotopic tumors developed abdominal carcinomatosis (average  = 32%) or distant metastases (average  = 40%).

To monitor passaged tumors at the molecular level, we compared transcriptional profiles of a previously published dataset [26] comprised of normal ovarian surface epithelium and primary SEOCs with a newly generated set of matching primary SEOC and derived orthotopic tumors. 

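The profiles came from 59 Affymetrix mouse genome arrays, 1 for each sample. The published set held 3 samples of normal ovarian surface epithelium, the cell layer that covers the ovary, and 26 primary SEOCs. Of these tumors, 17 were Brca1-deficient, 14 of them with deleted p53 and 3 with the p53 R172H missense mutation. Another 5 were Brca2-deficient with the missense mutation, and 4 had wild type Brca1 and Brca2 with deleted p53. The new set held 5 primary SEOCs and 25 passaged tumors, all with deleted p53. The passaged tumors were 8 of passage 1, 9 of passage 2, 4 of passage 3, 2 of passage 4 and 2 of passage 5. Brca1 was deficient in 2 of the 5 new primary tumors and in 16 of the 25 passaged tumors, and the 8 tumors of passages 3 to 5 were all Brca1-deficient. Fig. 1B heads the panels of lines 29255 and 34429 with a Brca1-deleted genotype, whereas Table 1 and the sample labels give both lines as Brca1 wild type, which is the genotype used here. Which line each passaged tumor came from is not given in the sources used here, so tumors of 1 line entered the tests as separate samples and p-values over passaged tumors can be too small. No source used here says whether the 3 normal samples came from separate mice, so the spread between them may be technical. The gene tests against them use a spread pooled over tumors and normal samples, mostly that of the more numerous tumors. Their p-values may therefore not measure variation of normal epithelium between mice.

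The level of Brca1 did not separate the genotypes. In the new set, the brightest of the 4 Brca1 probe sets had a log2 value of 10.52 ± 0.27 (SD, n = 16) in Brca1-deficient tumors and 10.75 ± 0.50 (SD, n = 11) in Brca1-wild type tumors, a difference of -0.23 (permutation test, two-sided, p = 0.133), with near-identical arrays counted once. Over all 18 and 12 arrays the difference was -0.19 (permutation test, two-sided, p = 0.182). In the published tumors with deleted p53 the values were 10.29 ± 0.41 (SD, n = 14) and 10.12 ± 0.44 (SD, n = 4), a difference of 0.17 (exact permutation test, two-sided, p = 0.481). Of the other 3 probe sets, 1 was higher by 0.37 in the Brca1-deficient published tumors (exact permutation test, two-sided, p = 0.0288, not adjusted for the 4 probe sets) and none was lower in either set at a p under 0.05. Where these probe sets lie relative to the deleted part of the gene is not given in the sources used here, and a probe set outside it checks no label. The paper's own check was of DNA, a quantitative PCR of genomic Brca1 in exon 11, between the loxP sites, in tumors and cultured cells. The arrays measure transcript and do not repeat it.

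A pair of passage 3 tumors, 65021 and 64644, had nearly identical arrays, with an SD of 0.07 for their log2 difference over 45037 probe sets. A pair of passage 2 tumors, 62803 and 61362, had an SD of 0.08 and is labelled Brca1 wild type and Brca1-deficient, respectively. The next closest pair had an SD of 0.21, and tumor 30200, profiled once in each set, had an SD of 0.31 between its arrays. In the means and SDs of single genes each near-identical pair was counted as 1 sample, and the pair with 2 genotypes was left out of means by genotype. In the model fits, the component analysis, the subgroup scores and the plots every array entered, and repeats with the pairs counted once are among the alternatives for the fits and the components.

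The authors' values are log2 values from RMA, which corrects the background, quantile-normalizes the arrays and summarises the probes of each probe set. Which arrays were normalized together is not given in the sources used here. Array medians ranged from 7.20 to 7.28 in the normal samples and from 7.29 to 7.51 in the tumors. Of the probe sets, 34945 name 1 gene, 932 name several and 9160 are unnamed in the probe table used here. The probe set with the highest mean stood for each of 18193 genes. Groups were compared with limma on the log2 values, with Benjamini-Hochberg adjustment and an adjusted p of 0.05 as the threshold. Gene lists of pathways and of other cell types, and the rule for the genes named, were fixed before the data were examined, and camera compared each list with all other genes. Normal epithelium was profiled in the published set alone, so it was compared with primary tumors within that set and with passaged tumors in a fit of all arrays with the set as a covariate.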

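Genes of cell division were higher in primary SEOCs than in normal ovarian surface epithelium. All 29 measured mitosis genes rose in the 26 published primary tumors relative to the 3 normal samples (29 when adjusted over the list alone), with a median log2 fold change of 1.82 against -0.11 over all genes. Mki67, a marker of proliferating cells, had a log2 value of 12.32 ± 0.33 (SD, n = 26) in the tumors and 9.15 ± 0.68 (SD, n = 3) in the normal samples, a log2 fold change of 3.17 (SE 0.22, adjusted p = 1.72e-12 from limma). Cenpe, a kinetochore motor, rose by 3.39 (SE 0.29) and Cdc20, an activator of the anaphase-promoting complex, by 2.76 (SE 0.22) on the log2 scale. Of 33 replication and E2F target genes, 30 rose and none fell (30 higher when adjusted over the list alone), among them Pole, the catalytic subunit of DNA polymerase epsilon, at 3.75 (SE 0.37), and Cdc6, a replication licensing factor, at 2.77 (SE 0.25). Cdkn2a, which encodes the cell cycle inhibitor p16, had the largest rise of the genes tested, 5.15 (SE 0.25), and Spag5, a spindle protein, rose by 4.19 (SE 0.30) and the monocarboxylate transporter family gene Slc16a4 by 4.12 (SE 0.35). Of 31 homologous recombination and DNA break repair genes, 26 rose and 3 fell (26 and 3 when adjusted over the list alone). Rad54b rose by 2.58 (SE 0.36), Blm by 2.50 (SE 0.27), Brca1 by 2.43 (SE 0.26), Brca2 by 2.15 (SE 0.31) and H2ax by 1.08 (SE 0.29), which did not pass without normal sample 2 (0.87, adjusted p = 0.0584). Of these tumors 17 are Brca1-deficient and 5 Brca2-deficient, and transcript of the deleted alleles was not told apart. Brca1 was at 10.12 ± 0.44 (SD, n = 4) in the published tumors with wild type Brca1 and Brca2, and at 7.77 ± 0.26 (SD, n = 3) in normal samples. Relative to all other genes, the mitosis, replication and repair lists had adjusted p = 1.89e-27, 1.15e-24 and 2.03e-12 from camera, and adjusted p = 0.0453, 0.0180 and 0.0365 with an estimated correlation.

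Of 23 hypoxia and glycolysis genes, 15 rose and none fell (16 higher when adjusted over the list alone), including Ankrd37 at 3.31 (SE 0.25) and Vegfa, an angiogenic growth factor, at 2.97 (SE 0.30), with adjusted p = 1.60e-09 from camera and adjusted p = 0.153 with an estimated correlation. Among 23 epithelial genes 7 rose and 1 fell (7 and 1 when adjusted over the list alone). The keratins Krt7 at 1.84 (SE 0.43), Krt8 at 1.54 (SE 0.14) and Krt18 at 1.37 (SE 0.10) were among those that rose, while the list's median was 0.10 here and -0.07 in the authors' merged human and mouse table (camera adjusted p = 0.00420, adjusted p = 0.540 with an estimated correlation). Every line in Table 1 carries a transgene that contains the mouse Krt18 gene, and the normal samples are labelled wild type. The paper used this transgene, through its T121 cassette, to inactivate RB tumor suppression. Whether transcript from the transgene adds to the Krt18 value was not tested. Of 13 PARP and single strand break repair genes 4 rose and none fell (4 when adjusted over the list alone), the largest being the DNA ligase Lig1 at 1.71 (SE 0.15), with adjusted p = 0.0308 from camera and adjusted p = 0.323 with an estimated correlation. Of 30 genes of the TCGA proliferative list 13 rose and 5 fell (13 and 5 when adjusted over the list alone), with adjusted p = 0.00332 from camera and adjusted p = 0.0453 with an estimated correlation, but its median was 0.27 here and -0.14 in the merged table, with 7 higher and 8 lower there. Parp1 itself had a log2 fold change of 0.03 (SE 0.08, adjusted p = 0.833 from limma), but it passed at 0.51 with the mean of its probe sets (adjusted p = 0.0132), at 0.71 in the merged table (adjusted p = 0.0123) and at 0.17 with array weights (adjusted p = 0.00676). Rb1 had one of 0.39 (SE 0.19, adjusted p = 0.105) and passed with array weights (0.55, adjusted p = 0.00158) and over all arrays with the set as a covariate (0.39, adjusted p = 0.0489). Since RB was inactivated through the transgene, the Rb1 transcript does not tell whether RB function was intact. Actb had one of -0.05 (SE 0.06, adjusted p = 0.542).

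Many genes of the mesenchymal lists were lower in the tumors. Of 17 epithelial to mesenchymal transition genes 11 fell and none rose (12 lower and 1 higher when adjusted over the list alone), such as S100a4 at -3.29 (SE 0.69) and the homeobox gene Prrx1 at -3.06 (SE 0.73), with adjusted p = 0.0144 from camera and adjusted p = 0.540 with an estimated correlation. Of 28 genes of the TCGA mesenchymal list, 17 fell and none rose (18 lower and 1 higher when adjusted over the list alone), including the proteoglycan Lum at -5.01 (SE 0.86) and the collagen Col1a2 at -3.31 (SE 1.01), with adjusted p = 0.00281 from camera and adjusted p = 0.540 with an estimated correlation. Fibroblast markers fell for 6 of 12 and smooth muscle and myofibroblast markers for 4 of 11 (6 and 5 when adjusted over the list alone), and these lists had adjusted p = 0.128 and 0.135 from camera. Of 26 extracellular matrix genes 11 fell and 3 rose (11 and 3 when adjusted over the list alone), with adjusted p = 0.573 from camera. Outside the lists, the largest falls included Hao2 at -7.32 (SE 0.51), the homeobox gene Hoxd10 at -6.23 (SE 0.91) and the small proteoglycan Ogn at -6.02 (SE 0.93). Markers of other ovarian cells were also high in the 3 normal samples. Of 17 oocyte markers, 15 were lower in the tumors (16 when adjusted over the list alone), with a median log2 fold change of -3.41 (camera adjusted p = 6.83e-25, adjusted p = 4.36e-04 with an estimated correlation). Zp2, a protein of the egg coat, had a log2 value of 9.59 ± 0.12 (SD, n = 3) in normal samples and 4.23 ± 0.13 (SD, n = 26) in tumors, and Nlrp5, an oocyte gene, had a log2 fold change of -5.61 (SE 0.11). Of 16 granulosa, theca and luteal cell markers 13 were lower (13 when adjusted over the list alone), among them the steroid enzymes Hsd3b1 at -6.63 (SE 0.96) and Cyp17a1 at -5.51 (SE 0.53), with adjusted p = 2.60e-05 from camera and adjusted p = 0.0477 with an estimated correlation. T and NK cell markers were lower for 10 of 14 (10 when adjusted over the list alone), such as Cd3g at -1.90 (SE 0.30), with adjusted p = 0.0172 from camera and adjusted p = 0.501 with an estimated correlation. Endothelial markers were lower for 4 of 12 (6 when adjusted over the list alone), such as Cldn5 at -2.36 (SE 0.35). In all, 7445 of 18193 genes passed the threshold, 2720 higher and 4725 lower, so that 36.5% were higher. This share was 49.9% in the authors' merged table, where the median of all genes was 0.00, and 54.8% among genes at or above the median level.

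**Figure D1:**
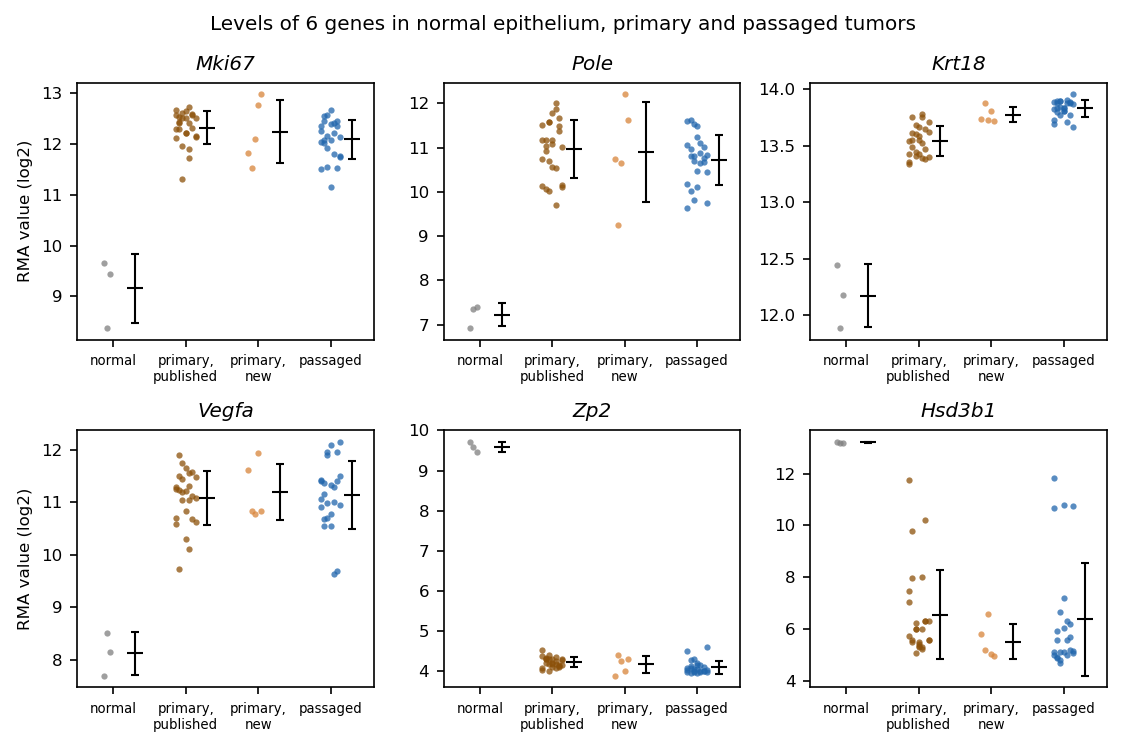
RMA log2 values of 6 genes in normal epithelium (n = 3 arrays), published primary tumors (n = 26), new primary tumors (n = 5) and passaged tumors (n = 25). Each point is 1 array and the bars give the mean ± SD over arrays. Mki67 lies between 8.38 and 9.65 in normal samples and between 11.15 and 12.98 in all 56 tumor arrays, whereas Zp2 lies between 9.47 and 9.72 in normal samples and between 3.90 and 4.60 in the tumors.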

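Between the 25 passaged and the 5 primary tumors of the new set, with Brca1 genotype as a covariate, none of 18193 genes passed the threshold in limma, and 1179 had an unadjusted p under 0.05. Krt18 had a log2 value of 13.82 ± 0.07 (SD, n = 23) in passaged and 13.77 ± 0.07 (SD, n = 5) in primary tumors, a log2 fold change of 0.07 (SE 0.05). The log2 fold change was -0.16 (SE 0.21) for Mki67, -0.08 (SE 0.18) for Brca1, 0.07 (SE 0.21) for Brca2, -0.10 (SE 0.27) for H2ax, -0.32 (SE 0.10) for Rb1, -0.19 (SE 0.07) for Parp1 and -0.05 (SE 0.05) for Actb, and the adjusted p from limma was at least 0.464 for each. The median log2 fold change of the mitosis genes was -0.03 and that of the replication genes -0.01 (0.05 in the merged table). Macrophage markers had a median of 0.74 in passaged relative to primary tumors, with none of 16 past the threshold over all genes and 14 higher when adjusted over the list alone (camera adjusted p = 6.13e-17, adjusted p = 0.0978 with an estimated correlation). Fibroblast markers had a median of 0.94, with 3 of 12 higher when adjusted over the list alone (camera adjusted p = 1.64e-06, adjusted p = 0.0978 with an estimated correlation). The lists of B cell, smooth muscle, extracellular matrix, adipocyte and TCGA mesenchymal and immunoreactive genes had medians of 0.29, 0.37, 0.28, 0.32, 0.30 and 0.20, with none of their genes past the threshold over all genes, an adjusted p from camera of at most 3.48e-04 and an adjusted p of at least 0.0978 with an estimated correlation. Without primary tumor 29255, 35 genes passed, 33 of them higher in passaged tumors.

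On the first 3 principal components of the 45037 probe sets, which held 16.1%, 13.6% and 7.47% of the variance, the centroid of the 3 normal samples lay 295 units from that of the 56 tumors (exact permutation test, one-sided, p = 3.08e-05, the smallest that 32509 choices of 3 samples allow). No tumor of the 56 was nearer to the normal than to the tumor centroid, and 1, primary tumor 29255, was nearer when the effect of the set was removed or when normal sample 1 or 3 was left out. The centroids of the 5 primary and 25 passaged tumors of the new set lay 63.7 units apart (exact permutation test, one-sided, p = 0.283), and 95.2 units apart without tumor 29255 (exact permutation test, one-sided, p = 0.0510). With the effect of the set removed they lay 97.2 units apart (exact permutation test, one-sided, p = 0.0706). On component 2, all 25 passaged tumors had values above 0, 25 of the 26 published primary tumors had values below 0, and the 5 new primary tumors ranged from -14.4 to 73.9. All passaged tumors belong to the new set, and component 2 went mostly with the set. Of 29 published arrays 28 lay below 0, and of 30 new arrays 27 lay above 0. The 3 new arrays below 0 were all primary tumors, so component 2 did not follow the set alone. Tumor 30200 lay at 12.7 in the published set and at 69.0 in the new set. Over all probe sets, primary against passaged tumors accounted for 4.56% of the variance in the new set (exact permutation test of the pseudo-F, one-sided, p = 0.186) and normal epithelium against primary tumors for 26.1% in the published set (exact permutation test, one-sided, p = 2.74e-04, the smallest that 3654 splits allow).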

By principal component analysis (PCA), normal samples clearly separated from the tumors, while passaged tumors clustered with primary tumors indicating their resemblance to the de novo SEOCs (Fig. 1C). Additionally, cluster analysis of merged human and mouse data using classifier gene sets showed that passaged tumors, similarly to primary tumors, represented all 4 subgroups of human SEOC originally identified in the TCGA study [5] (Fig. 1D). Therefore, the orthotopic transplantable ovarian cancer models recapitulate the human disease on molecular and histopathological levels.

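Each of the 4 subgroup lists had passaged tumors that scored highest on it. Of the 25 passaged tumors, 7 scored highest on an immunoreactive list of chemokine, T cell and antigen presentation genes such as Cxcl9, Cd8a and Cd74. Another 8 scored highest on a mesenchymal list of matrix and stromal genes such as Col1a1, Fap and Postn. A differentiated list of epithelial genes such as Muc1, Slpi and Elf3 led in 5 tumors, and a proliferative list with Hmga2, Sox11 and Mcm2 led in the other 5. Among the 31 arrays of primary tumors the counts were 6, 6, 6 and 13 in the same order, and the split did not differ from that of the passaged tumors beyond chance (Fisher's exact test of the 4 by 2 table by permutation, two-sided, p = 0.328). Within the new set alone, where 5 primary tumors took 1, 0, 2 and 2 in that order, Fisher's exact test gave p = 0.389 (two-sided). The 8 tumors of passages 3 to 5 split into 3 immunoreactive, 3 mesenchymal and 2 proliferative.

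The classifier genes of Fig. 1D are not listed in the paper's text, so lists written from general knowledge of the subgroups were used, without the human samples. Each list's mean was taken over gene z scores in the mouse columns of the authors' merged table, which covered 18, 25, 23 and 18 of the listed genes. Because list scores are centred over the mouse tumors, some tumors score highest on each list whatever the human subgroups look like. The leading list was ahead by under 0.5 in 22 of the 56 tumor arrays, and tumor 30200 scored highest on the mesenchymal list in the published set and on the differentiated list in the new set.

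**Figure D2:**
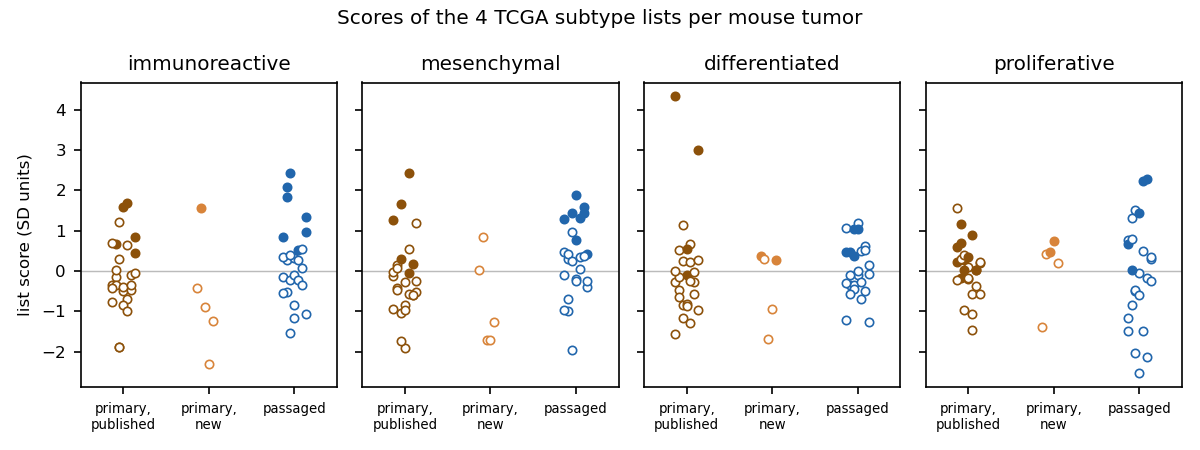
Scores of the 4 TCGA subgroup lists in published primary tumors (n = 26 arrays), new primary tumors (n = 5) and passaged tumors (n = 25), in SD units over the 56 tumor arrays. Filled points mark tumors that score highest on the list of that panel. Filled points of passaged tumors appear in every panel, 7, 8, 5 and 5 from left to right.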

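Relative to normal epithelium, the passaged tumors had higher levels of cell division genes. In the fit of all 59 arrays with the set as a covariate, 28 of 29 mitosis genes rose and none fell (29 higher when adjusted over the list alone), with a median log2 fold change of 1.85 against -0.12 over all genes. Only primary tumors, 26 published and 5 new, occur in both sets and link them in this fit. Each fold change here joins that of published primary tumors over normal samples to that of passaged over new primary tumors. It is therefore no separate comparison with normal epithelium. The published primary tumors include 8 with missense p53, among them the 5 Brca2-deficient ones. Of 33 replication and E2F target genes 31 rose and none fell (31 when adjusted over the list alone). Mki67 rose by 3.02 (SE 0.31), Pole by 3.58 (SE 0.50), Brca1 by 2.30 (SE 0.32), Krt18 by 1.43 (SE 0.10) and Krt8 by 1.61 (SE 0.14) on the log2 scale. Transcript from the transgene that contains the Krt18 gene, and from deleted Brca1 alleles, was not told apart here either. The epithelial transcription factor gene Ehf had the largest rise, 5.19 (SE 1.08), with Cdkn2a next at 5.18 (SE 0.34), and the anion exchanger gene Slc26a7 had the largest fall, -7.14 (SE 0.95). The mitosis and replication lists had adjusted p = 6.25e-30 and 3.95e-27 from camera, and adjusted p = 0.0441 and 0.00566 with an estimated correlation. Of 23 hypoxia and glycolysis genes 13 rose and none fell (15 when adjusted over the list alone), including Vegfa at 2.91 (SE 0.45), with adjusted p = 2.31e-10 from camera and adjusted p = 0.164 with an estimated correlation. Macrophage markers rose for 3 of 16 (3 when adjusted over the list alone), including Cd68 at 1.89 (SE 0.46) and Lyz2 at 1.67 (SE 0.31), with adjusted p = 0.0314 from camera and adjusted p = 0.850 with an estimated correlation. Of 31 homologous recombination and DNA break repair genes 22 rose and 2 fell (23 and 3 when adjusted over the list alone), with adjusted p = 1.27e-10 from camera and adjusted p = 0.155 with an estimated correlation. Among 23 epithelial genes 6 rose and none fell (6 when adjusted over the list alone), with adjusted p = 0.00291 from camera and adjusted p = 0.460 with an estimated correlation. Of 28 TCGA mesenchymal genes 8 fell and 1 rose (8 and 1 when adjusted over the list alone), with adjusted p = 0.191 from camera. Fn1, fibronectin, had a log2 fold change of 2.43 (SE 0.69) and Lum one of -3.64 (SE 1.06), and Lum did not pass in the merged table (-2.68, adjusted p = 0.0673). Oocyte markers were lower than in the normal samples for 15 of 17, with Zp2 at -5.43 (SE 0.12), and granulosa, theca and luteal cell markers for 9 of 16 (15 and 10 when adjusted over the list alone). The adjusted p from camera was 5.56e-36 for the oocyte list and 1.65e-04 for the granulosa list, and adjusted p = 2.36e-06 and 0.164 with an estimated correlation. In all, 5004 genes passed, 1857 higher and 3147 lower, so that 37.1% were higher, against 52.8% in the merged table, where the median of all genes was 0.06, and 60.5% among genes at or above the median level.

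Within the Brca1-deficient tumors of the new set, 2 of passage 0 (primary) and 16 of passages 1 to 5, 2757 genes changed with passage number, 1582 upward and 1175 downward. Lin28a, a regulator of microRNA processing in early development, rose by 1.29 per passage (SE 0.19, adjusted p = 4.90e-04 from limma), the early embryonic gene Dppa2 by 1.28 (SE 0.31) and the carbonic anhydrase Car4 by 1.48 (SE 0.26). Falls were largest for Pof1b at -1.41 (SE 0.24) and Plppr4 at -1.29 (SE 0.17) per passage. Of 23 epithelial genes 4 fell and 1 rose (4 and 1 when adjusted over the list alone). Among those that fell were the tight junction gene Ocln at -0.91 (SE 0.14), E-cadherin, Cdh1, at -0.45 (SE 0.11) and Epcam at -0.13 (SE 0.03) (camera adjusted p = 0.121 for the list), and Epcam did not pass with the mean of its probe sets (-0.11, adjusted p = 0.0582). Fibroblast markers rose for 3 of 12 (4 when adjusted over the list alone), such as the transcription factor gene Tcf21 at 0.99 (SE 0.21) and Mfap5 at 0.58 (SE 0.13), with adjusted p = 0.0111 from camera and adjusted p = 0.705 with an estimated correlation. Smooth muscle and myofibroblast markers rose for 3 of 11 (3 when adjusted over the list alone), such as Smtn at 0.32 (SE 0.06) and Synpo2 at 0.42 (SE 0.10), with adjusted p = 0.196 from camera. Mfap5 did not pass in passages 1 to 5 alone (0.41, adjusted p = 0.0554), nor Synpo2 with the mean of its probe sets (0.16, adjusted p = 0.195). Of 22 interferon response genes 7 fell and 2 rose (7 and 2 when adjusted over the list alone), with Ifit1 at -0.62 (SE 0.14) and Ifit2 at -0.55 (SE 0.11) among those that fell and the chemokine gene Cxcl9 at 0.69 (SE 0.11) among those that rose (camera adjusted p = 0.0248, adjusted p = 0.705 with an estimated correlation). T and NK cell markers rose for 6 of 14 (6 when adjusted over the list alone), such as Cd3e at 0.65 (SE 0.13), B and plasma cell markers for 4 of 11 (6), such as Cd79b at 0.41 (SE 0.06), and macrophage markers for 6 of 16 (12), such as Adgre1 at 0.29 (SE 0.05) and Cd68 at 0.27 (SE 0.06). These 3 lists had camera adjusted p = 5.52e-04, 0.0140 and 2.92e-05, and each had adjusted p = 0.705 with an estimated correlation. Skeletal muscle markers rose for 6 of 10 (9 when adjusted over the list alone, camera adjusted p = 3.97e-04, adjusted p = 0.705 with an estimated correlation). Their mean log2 value was 6.70 ± 0.95 (SD, n = 23) over passaged tumors of both genotypes, with a highest value of 9.75. In new primary tumors it lay between 6.15 and 6.71. A few arrays could therefore carry these slopes, which was not tested. The adipocyte marker Fabp4 rose by 0.80 (SE 0.20), but not past the threshold in passages 1 to 5 alone (0.52, adjusted p = 0.107). Of 29 mitosis genes 4 rose and none fell (3 when adjusted over the list alone), such as the cyclin gene Ccnb2 at 0.25 (SE 0.05), with adjusted p = 0.00160 from camera and adjusted p = 0.705 with an estimated correlation. Of 33 replication and E2F target genes 5 rose and none fell (5 when adjusted over the list alone), among them E2f2 at 0.35 (SE 0.08), with adjusted p = 0.121 from camera. Of 31 homologous recombination and DNA break repair genes H2ax alone rose, by 0.27 (SE 0.06), and 3 fell (1 and 3 when adjusted over the list alone), among them Palb2 at -0.23 (SE 0.04) and Fancg at -0.14 (SE 0.04), with adjusted p = 0.229 from camera. Fancg did not pass with near-identical arrays counted once (-0.13, adjusted p = 0.0566) or without tumor 30200, 62337, 62338, 65026 or 65076 (adjusted p of 0.0574 to 0.122). The protease inhibitor gene Slpi rose by 0.69 (SE 0.12). Of 24 p53 target genes 4 fell and none rose (5 lower when adjusted over the list alone), including Ccng1 at -0.23 (SE 0.04), with a list median of -0.03 here and 0.01 in the merged table.

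The count of genes changing with passage was 1442 without passage 5 tumor 65026, 1531 without 65076 and 7069 with array weights. The lines of these tumors are not given in the sources used here, and passage number cannot be told apart from line.

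After the component analysis, in which passaged tumors clustered with primary tumors, and the clustering with human tumors by subgroup, the paper concludes that the transplantable models recapitulate human ovarian cancer at the molecular and histopathological level.

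**Figure D3:**
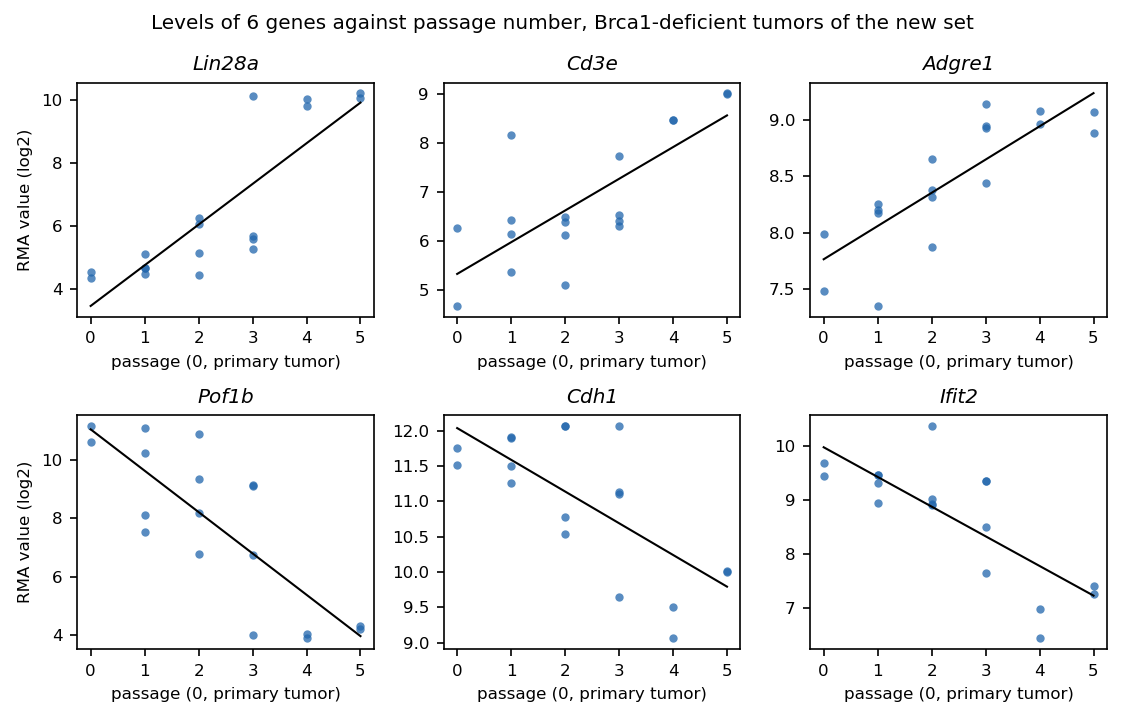
RMA log2 values of 6 genes against passage number in the 18 Brca1-deficient tumor arrays of the new set, with passage 0 for primary tumors. Each point is 1 array and lines are least squares fits. Lin28a lies between 4.35 and 6.24 up to passage 2, between 5.26 and 10.12 at passage 3 and between 9.83 and 10.22 at passages 4 and 5.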

### Murine ovarian carcinoma cells display a drug sensitivity profile similar to human cell lines

For comparison of drug treatment response in murine and human cells, we measured cytotoxicity following exposure to cisplatin and olaparib in established human ovarian carcinoma cells and tumor cell cultures derived from mouse primary SEOCs and ascites (Fig. 1A). While the human line UWB1.289 expresses a truncated inactive BRCA1 protein, the BRCA1 status in human lines 1A9 (a subclone of line A2780), 1A9CP80 and HeyA8 is unknown. To determine if these human cell lines were capable of RAD51 recruitment and therefore homologous recombination-mediated repair, we assessed radiation-induced foci formation of γH2AX and RAD51. While γH2AX marks sites of DSBs independent of BRCA1 functionality, RAD51 recruitment to DSBs is BRCA1-dependent. 1A9CP80 and HeyA8 cells subjected to 10Gy irradiation and stained 6 hours later, showed profound formation of RAD51 and γH2AX foci. In contrast, complete absence of RAD51 foci was seen in 1A9 and UWB1.289 cells (Fig. S1), indicating the lack of BRCA1 functionality.

As previously reported [27]–[29] UWB1.289 and 1A9 were most sensitive to treatment with cisplatin, while the IC50s of lines 1A9CP80 and HeyA8 were generally 2–2.5 times greater than their sensitive counterparts (Fig. 2A). Olaparib treatment produced the greatest cytotoxicity in 1A9 cells, while 1A9CP80, HeyA8 and UWB1.289 were similar and about 2-fold less sensitive (Fig. 2B).

**Figure 2:**
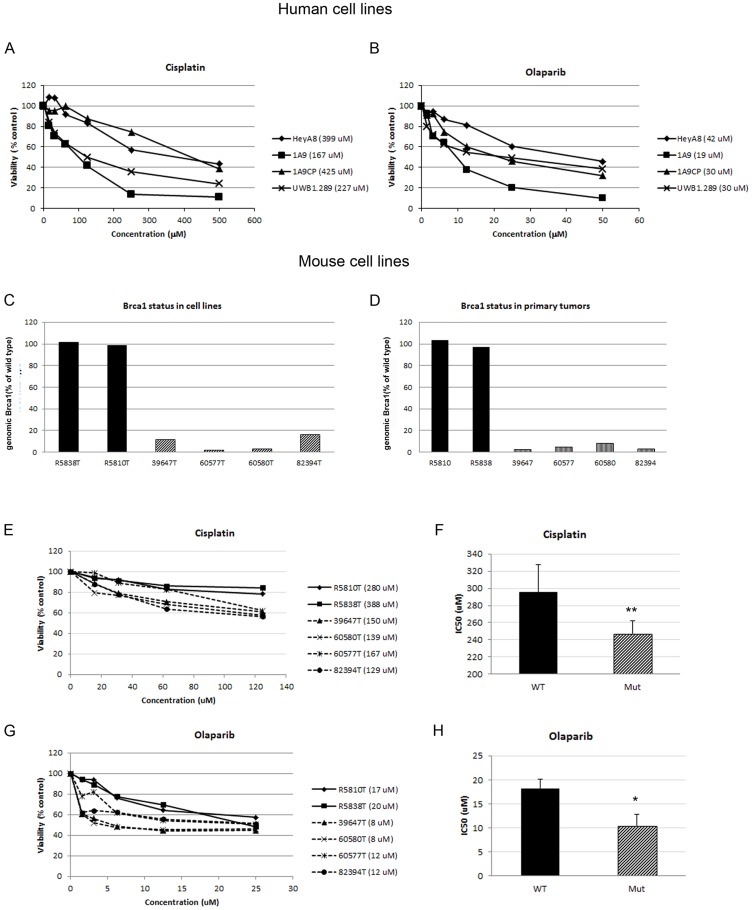
*In vitro* sensitivity of human and mouse ovarian epithelial carcinoma cells to anti-cancer treatment. Human (A, B) and murine (C–H) ovarian cancer cells were exposed to cisplatin, olaparib or vehicle for 7 days after which cell viability was measured using XTT reagent. Proportional viability was calculated by comparing the drugs with vehicle controls whose viability was assumed to be 100%. C. Panel of murine cell lines was selected based on *Brca1* status containing *Brca1*-deficient (striped bar) and –wild type lines (filled bars) maintaining similar *Brca1* expression as their tumors of origin (D). IC50 values for individual cancer cell lines are shown in the legends (A, B, E, G, parenthesis behind the cell line designation). Comparison of the IC50 for cisplatin (F) and olaparib (H) in wild type (*TgK18G_T121_^tg/+^/p53^Δ/Δ^*; R5810T, R5838T) and mutant (*TgK18G_T121_^tg/+^/Brca1^Δ/Δ^/p53^Δ/Δ^*; 39647T, 60577T, 60580T, 82394T) murine cell lines shows significant difference between the genotypes (T-test, 333.7±54.1 vs 146.0±8.2, p<0.01 and 18.2±1.4 vs 10.4±1.2, p<0.05, respectively for drugs). The average and standard error is shown.

For comparative cytotoxicity assays, mouse primary SEOC cells lines, harboring either wild-type *Brca1* or the deletion mutant, were cultured. As reported previously [31], *BRCA1*-deficient cells grow poorly in culture. Thus, because Cre-mediated recombination in vivo is not 100%, there is a strong *in vitro* selection for cells with insufficient *Brca1* deletion in cell lines derived from predominantly *Brca1* deficient tumors [31]. Out of 32 cell lines screened, four cell lines that maintained the lowest *Brca1* expression levels (below 20%) relative to the *Brca1* wild type lines were chosen to represent *Brca1*-deficiency (Fig. 2C). These levels of *Brca1* were comparable to their parental tumors (Fig. 2 D). *Brca1* deficiency was also confirmed by functional assay where irradiated cells were unable to recruit RAD51 to the sites of DSBs (Fig. S2). *Brca1*-deficient cell lines (39647, 60580, 60577 and 82394; all *TgK18G_T121_^tg/+^/p53^Δ/Δ^/Brca1^Δ/Δ^* genotype) were approximately 2 times more sensitive to cisplatin than *Brca1*-wild type lines (R5810 and R5838; both *TgK18G_T121_^tg/+^/p53^Δ/Δ^* genotype; Fig. 2E–F). Similarly, treatment with olaparib showed greater potency in *Brca1*-deficient than *Brca1*-wild type cell lines (Fig. 2 G–H). Our results indicate that these cell lines replicate relative sensitivities of human tumors where *BRCA* mutations are found more frequently in platinum-sensitive than platinum-resistant disease [32], [33].

### Orthotopic transplant models recapitulate *Brca*-related differences in treatment response observed in patients

Ideally, for effective use of any preclinical model in development of human therapeutics and treatment-associated biomarkers, predictability of known human responses should be established. To this end, we evaluated responses in the *Brca1*-deficient and -wild type SEOC models to cisplatin and olaparib. First, to determine an optimal dosing schedule, we examined tumor growth kinetics via serial magnetic resonance (MR) imaging (Fig. S3). Recipient animals developed small ovarian tumors of 70 to 80 mm^3^ (∼0.5 cm in diameter) by 21 to 28 days post implantation (p. i.) followed by rapid tumor growth. The animals became moribund due to large ovarian tumors and ascites by 40 to 60 days p.i. For efficacy studies, treatment was initiated once a small (>80 mm^3^) tumor mass had developed in order to mimic patients with residual tumor burden following de-bulking surgery (study design depicted in Fig. 3A).

**Figure 3:**
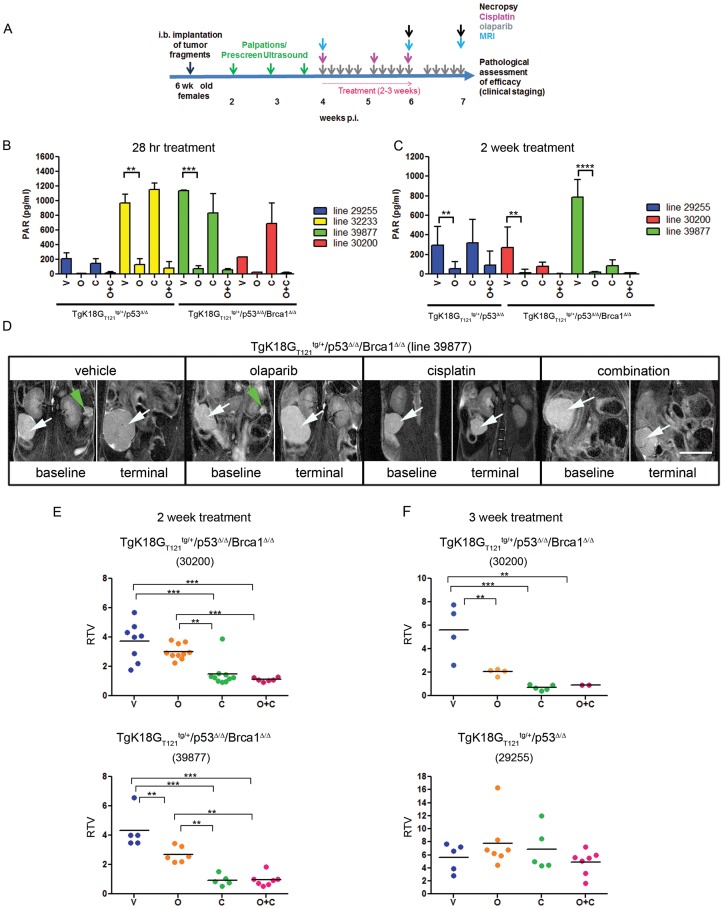
Quantification of tumor progression in orthotopic SEOC models and treatment with cisplatin and/or olaparib. A, Schematics of dosing regimen and imaging in efficacy studies. B, Inhibition of PAR formation in tumor lysates treated with olaparib for 2(C). The average and standard error is shown. D, Representative MR images before and after 2 weeks of treatment with vehicle, olaparib, cisplatin or combination of olaparib and cisplatin are shown. Scale bar represents 1 cm. White arrows point to the tumors, green arrows point to contralateral ovaries. MRI based quantification of tumor volume changes expressed as RTV following 2 week (E) and 3 week (F) treatment regimen. Statistical differences between groups were analyzed by one-way ANOVA and Tukey's multiple comparisons test. Each point represents one animal. V; vehicle, O; olaparib, C; cisplatin, O+C; olaparib and cisplatin.

To determine in vivo activity and target modulation by olaparib in the orthotopic model, we assayed for PAR levels in treated tumors. Tumor lysates from all animals receiving olaparib treatment had greatly reduced PAR levels after short-term (28 hrs; p<0.01 for line 32233, p<0.001 for line 30200) and long-term (2 weeks; p<0.01 for line 29255 and 30200, p<0.0001 for line 39877) dosing compared to mice treated with vehicle or cisplatin (Fig. 3B, C), indicating that tumor exposure to olaparib was sufficient for PARP inhibition. As expected, there was no difference in PAR levels between *Brca1*-deficient and wild type tumors, consistent with PAR formation occurring upstream of BRCA1, independent of the state of the HR repair mechanism.

We assessed the efficacy of olaparib, cisplatin and their combination in the *Brca1*-deficient models after two weeks of treatment (Fig. 3D, E) by measuring relative tumor volumes (RTV), the tumor volume changes from baseline (pre-dosing) to the end-point as determined by MRI. Each point in graph represents an individual mouse. All 13 vehicle-treated animals from 2 independent tumor models showed rapid tumor growth within 2 weeks, with 3 animals being sacrificed before day 14 due to deteriorating health associated with tumor growth (Fig. 3D, E). Treatment with olaparib resulted in modest reduction of tumor growth in the *Brca1*-deficient 30200 tumor model and in significant reduction in model 39877 (p<0.01). However, in both cases the reduction in RTV was more profound when treated with cisplatin (p<0.001) and the combination of cisplatin and olaparib compared to olaparib alone (p<0.01) (Fig. 3D, E).

To investigate whether response to treatment was dependent on *Brca1* status, we performed a 3-week treatment study on the *Brca1*-deficient model 30200 and a *Brca1*-wild type model 29255. Six of 9 vehicle-treated mice from both lines became moribund before day 21. Cisplatin mono- or combination therapy was equally effective at the 3 and 2 week time points. However, extended treatment of *Brca1*-deficient tumors with olaparib resulted in greater tumor reduction compared to vehicle treated tumors (2.037±0.282 RTV vs 5.598±2.296 RTV, p<0.01) at 3 compared to 2-week treatment (3.008±0.509 vs 3.710±1.325 RTV, ns), suggesting that a threshold of DNA damage is required for optimal potency. In contrast, the *Brca1*-wild type tumor model did not respond to olaparib despite PARP inhibition in tumors, indicating the importance of damaged HR repair to olaparib efficacy (Fig. 3B, F). Cisplatin therapy was equally ineffective in *Brca1-*wild type tumors (Fig. 3F). *Brca1* genotype-specific responses to platinum drugs as well as olaparib have also been documented in patients [34]–[37], therefore the orthotopic model is a useful tool for examining these differential responses and predicting potential outcomes.

### Histopathological changes resulting from olaparib and cisplatin treatment reflect differences observed in tumor volumes

To assess the effect of drug treatment at the cellular level, H&E-stained tumor sections were analyzed for histological changes (Fig. 4Aa–l). In both *Brca1*-deficient models, treatment with olaparib resulted in less differentiated SEOC with increased nuclear size and pleomorphism compared to the well to moderately differentiated papillary structures of the ovarian tumors in vehicle-treated mice (Fig. 4A a, b). In contrast, cisplatin monotherapy had a more profound effect on tumor histology (Fig. 4Ac), producing poorly differentiated papillary SEOC or undifferentiated carcinoma with an increase in tumor stroma, necrotic foci, and apoptotic cells with a high degree of nuclear pleiomorphism and the presence of atypical multinucleated tumor giant cells. Treatment of the *Brca1*-deficient models with combination of cisplatin and olaparib resulted in histology very similar to that of cisplatin alone-treated tumors (Fig. 4Ad). In contrast, minimal drug treatment effects were observed in the *Brca1*-wild type tumor model indicating an overall concordance of histopathological and tumor volume changes following drug treatment (Fig. S4).

**Figure 4:**
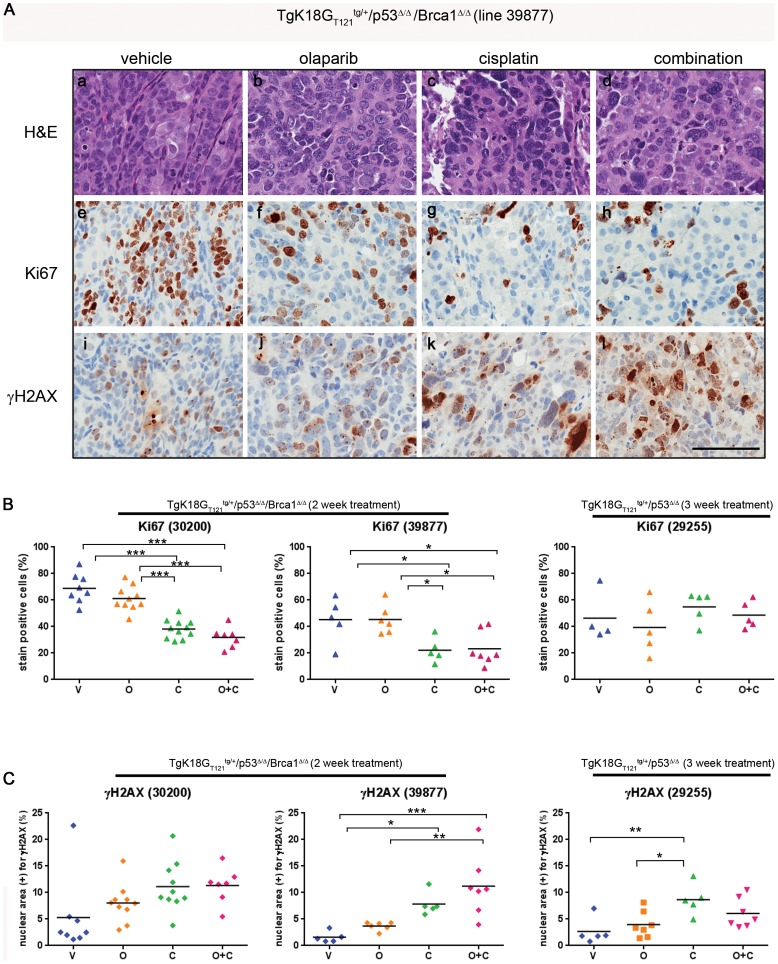
Assessment of histopathological changes induced by drug treatment in *Brca1*-wild type and -deficient tumor lines. A, An example of histology and IHC of *TgK18G_T121_^tg/+^/Brca1^Δ/Δ^/p53^Δ/Δ^* tumors treated with cisplatin and/or olaparib (a–l). Tumor line 39877 was sensitive to drug treatment, which resulted in decreased proliferation (Ki67) (A e–h) and increased DNA damage (γ-H2AX) (A i–l). Olaparib treatment resulted in increased nuclear size and pleiomorphism (A, b, f, j) as well as decreased degree of papillary differentiation. Note the marked increase in tumor multinucleated giant cells in the cisplatin (A, c, g, k) and combination treated (A, d, h, l). Scale bar represents 100 µm. Quantitative analysis of Ki67 (B), and γH2AX (C) in 3 different tumor lines. Proliferation rate is expressed as the percentage of Ki67 positive nuclei (brown-DAB) to the total number of nuclei in the tumor section (brown-DAB + blue-hematoxylin counter-stained negative nuclei). γH2AX is expressed as the percentage of total nuclear area (blue-hematoxylin counter-stain) to the total area positive for γH2AX (brown-DAB). Statistical differences between groups were analyzed by one-way ANOVA and Tukey's multiple comparisons test. Each point represents one animal. V; vehicle, O; olaparib, C; cisplatin, O+C; olaparib and cisplatin.

Proliferation rates and DNA damage levels in tumors from treated animals were assessed by IHC. There was a general decrease in proliferation in tumors treated with cisplatin or the combination of cisplatin and olaparib compared to vehicle in both *Brca1*-deficient tumor models, but not in the *Brca1*-wild type model (Fig. 4B), even though *Brca1*-wild type model was treated for a longer time (3 weeks). Consistent with the lack of tumor volume changes, treatment with olaparib did not significantly decrease proliferation in any of the models. DNA damage as assayed by γH2AX staining generally increased in all tumors after cisplatin or combination treatment (Fig. 4C).

In general, decrease in cell proliferation and increase in DNA damage correlated with tumor growth inhibition observed in *Brca1*-deficient lines. In contrast, increased DNA damage after cisplatin treatment in *Brca1-*wild type tumors did not result in decreased tumor volume likely due to effective DNA repair.

### Long term olaparib and/or cisplatin treatment provides progression-free benefit but results in relapse of animals harboring *Brca1*-deficient tumors

In the clinic, long term treatment with olaparib resulted in significant improvement in progression-free survival among patients with SEOC [16]. Given successful tumor growth inhibition by cisplatin and the cisplatin/olaparib combination in *Brca1*-deficient orthotopic models, we asked whether responses to long term treatment with olaparib would reflect these human outcomes. We examined the impact of mono- or combinatorial long-term therapy on survival in a cohort that received *Brca1*-deficient orthotopic ovarian tumor transplants. Tumor-bearing animals from model 39877 were continuously treated with each of the 4 dosing regimens for 10 weeks. To monitor tumor volumes, the animals were imaged biweekly using ultrasound for up to 16 weeks. A threshold image segmentation technique was used to ensure comparability of ovarian volumes deduced from MR and US images. RTV changes determined by ultrasound (US) following 2 weeks of dosing were similar to the previous experiment wherein RTV was assessed by MR image analysis (Fig. S5).

All 10 vehicle-treated animals were euthanized by day 44 due to metastatic SEOC (Fig. 5 A, B). Treatment with olaparib resulted in significant reduction of tumor growth, compared to vehicle (2.25±0.06 RTV, n = 12 vs 4.93±3.55 RTV, n = 10, p<0.01) as soon as 12 days after start of the treatment. This suppression persisted throughout treatment, indicating a clear progression free survival benefit provided by olaparib. However, all mice eventually succumbed to SEOC within 68 days after treatment cessation. Treatment with cisplatin (0.82±0.6 RTV, n = 10) or cisplatin in combination with olaparib (0.95±0.65 RTV, n = 11) resulted in substantial reduction of tumor growth compared to vehicle-treated animals (4.93±3.55 RTV, n = 10, p<0.001), 12 days post treatment start, with complete regression of some tumors at later time points. There was some toxicity evident in the combination-treated mice, as 3 mice died in that group after 11–36 days of treatment. Mice treated with olaparib survived significantly longer (ANOVA p<0.001; median survival 108 days) than vehicle-treated mice (median survival 35 days), but not as long as cisplatin (median survival 184.5 days) or combination-treated mice (median survival 179 days). In the latter two groups, no re-growth of tumors was evident by US imaging 40 days after cessation of treatment (treatment ended at Day 68). However, 17 out of 22 mice succumbed to SEOC within 111 days after the last treatment (Fig. 5B), indicating that residual tumor, not detectable by US imaging, remained. Mice that survived were enrolled into a second treatment cycle with cisplatin (n = 3) or cisplatin/olaparib (n = 2) following tumor re-growth. Treatment was carried out for up to 8 weeks and tumor growth was monitored by biweekly US imaging. The second treatment cycle again resulted in tumor regression, signifying that tumors were still sensitive to platinum treatment (Fig. 5C) and thus might represent a fraction of patients that respond to second- or third-line of platinum therapy [38].

**Figure 5:**
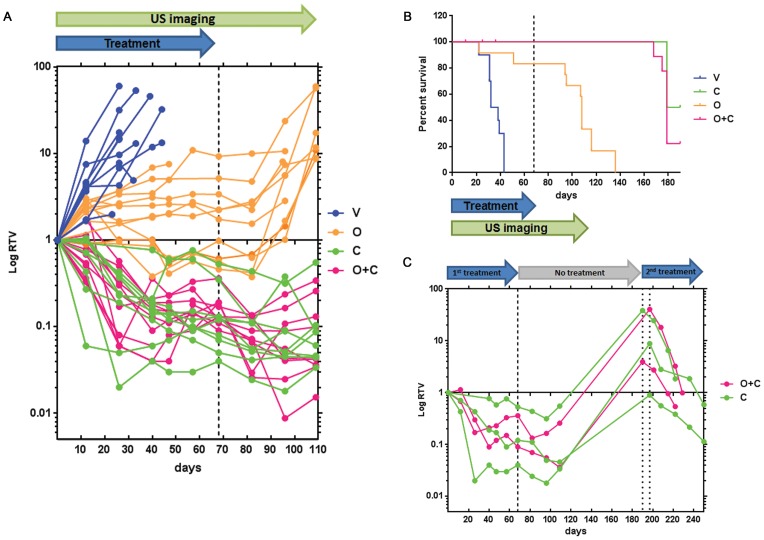
Effect of long term treatment on mouse survival. A, RTV measurements in survival study comparing the effect of different treatments on tumor development. RTV compares tumor volume at any given time point to the baseline (pre-dosing) tumor volume. Each point represents an individual animal. B, Kaplan-Mayer graph of mouse survival after long term treatment. Dashed line represents cessation of treatment at Day 68. Three out of 12 mice treated with combination therapy died early in the study and although they presented with small ovarian tumors they did not succumb to metastatic SEOC. Histopathological signs of mild nephrosis as a result of cytotoxicity have been observed in their tissues [V; vehicle (n = 10), O; olaparib (n = 12), C; cisplatin (n = 10), O+C; olaparib and cisplatin (n = 12)]. C, effect of second round of platinum or combination treatment following the tumor relapses in mice. Tumor volumes were determined by US imaging. Dashed line represents end of first round of treatment, dotted lines represent start of the second round of treatment (two different start dates for 2 different mouse groups).

As with short term treatment, prolonged treatment of orthotopic *Brca1*-wild type ovarian tumors with cisplatin, olaparib or their combination did not result in tumor regression or tumor growth arrest (Fig. S6 A, B).

These results indicate that olaparib therapy can be used in combination as a maintenance therapy suppressing tumor growth in *Brca1*-deficient but not *Brca1*-wild type tumors. Given the increase in survival seen with olaparib treatment alone, the orthotopic model can be used to assess alternate dosing regimens designed to avoid toxicity associated with cisplatin treatment.

## Discussion

The development and characterization of mouse ovarian orthotopic tumor transplant models resembling human SEOC offers a significant improvement over currently available options for preclinical testing of new therapeutics for treatment of ovarian cancer. Compared to our previously generated *de novo* GEM models for SEOC, these orthotopic transplant models exhibit accelerated disease onset and can be efficiently produced as synchronized cohorts of tumor-bearing animals with intact immune systems for relevant side-by-side comparison of therapeutic regimens and biomarker development in *Brca1*-wild type and –deficient tumors.

Murine cell lines derived from primary ovarian tumors and human ovarian cancer cell lines responded similarly to cisplatin and olaparib treatment. *Brca1*-deficient murine cell lines displayed increased sensitivity to both compounds as was observed in the human *BRCA1*-deficient line UWB1.289. The human line 1A9 was more sensitive to cisplatin as well, and although its *BRCA1* status is unknown, we show by a functional assay that homologous recombination repair mechanism is impaired (Fig. S1). Overall, the mouse tumor cell lines exhibit comparable sensitivities to human SEOC cells when treated with known chemotherapeutic agents and represent useful tools for *in vitro* screening the potency of novel therapeutic drugs. Compared to human cell lines in which the BRCA status is often unknown, murine cell lines with defined genotypes provide the opportunity to detect genotype-specific differences in therapeutic responses.

In the syngeneic orthotopic transplant models reported herein, *Brca1* deficiency rendered tumors more sensitive to platinum treatment than *Brca-1* wild type counterparts. These findings are analogous to clinical results with hereditary *BRCA*-mutant cancers that also have increased sensitivity to platinum chemotherapy [34]–[36], [39], [40], thus underscoring the potential importance of patient genotype analysis even prior to non-targeted therapies. Reduced sensitivity of mouse *Brca1-*wild type tumors to platinum treatment cannot be attributed to slower tumor growth, since growth kinetics are similar between *Brca1*-deficient and -wild type tumors subsequent to establishment and prior to treatment (Fig. S3). Short term treatments (2–3 weeks) of *Brca1*-deficient tumors resulted in significant reduction of tumor volumes compared to vehicle treated mice, corresponding to the observed decreased proliferation and increased DNA damage. Moreover, prolonged 10-week treatment often resulted in complete regression of detectable tumors. Ultimate tumor regrowth suggests that a remnant of cancerous cells survived the long-term treatment. Similarly to previous reports [41], [42], these recurrent tumors responded to a second round of platinum treatment, suggesting the presence of tumor-initiating cells that are initially less vulnerable to cisplatin effects due to the cell cycle arrest or, possibly, presence of cisplatin resistant cells that produce tumors with increased sensitivity upon differentiation. These models thus represent a valuable resource for testing treatments targeting residual cells after platinum therapy.

The continued sensitivity to cisplatin that we and others [42] observed in mouse models differs from outcomes seen in ovarian cancer patients, where there is considerable heterogeneity observed in response to second-line platinum-based chemotherapy, and other therapeutic regimens have to be considered for recurrent platinum-resistant or refractory disease [38],[43],[44]. These differences may be due to the discrepancy in *BRCA1/2* deficiency between GEMs and human patients. While BRCA1/2 deficiency in humans is most frequently a result of mutations, promoter hypermethylation or other unknown mechanisms, in GEMs it is a result of engineered large deletions in *Brca1/2* genes. Secondary mutations in the *BRCA1* gene that restored open reading frame of mutated *Brca1* allele have been observed in ovarian tumors with resistance to platinum [43]. This suggests that down regulation of *BRCA1/2* genes causes initial sensitivity to cisplatin and restoration of functional BRCA1/2 expression, either by secondary mutations, promoter demethylation, or other mechanisms, leads to acquired resistance. Generally in GEMs this restoration of BRCA function through secondary mutations in *BRCA* gene is not possible due to large deletions in the gene [42]. However, other mechanisms for acquired resistance, mutations or epigenetic alternations in genes other than *Brca1/2*, has been shown to increase resistance to DNA-damaging agents in GEMs [45], [46]. GEM models that develop resistance to particular therapeutics thus become an especially useful tool to study the mechanisms of the acquired resistance [45]. Multiple treatment cycles in the orthotopic models reported here are underway and may also result in increased resistance that can be exploited to develop alternative therapeutic regimens.

Although short-term treatment of murine orthotopic tumors with olaparib did not provide any significant benefit, long-term treatment significantly suppressed tumor development in *Brca1-* deficient but not in *Brca1*-wild type tumors, similar to the progression free survival benefit observed in patients [15], [16], [47]. However, complete tumor regression was not observed in this group. Moreover, tumors readily relapsed after cessation of treatment suggesting that olaparib therapy, similar to trials in patients, did not translate into an overall survival benefit [16]. Recently, a retrospective analysis of olaparib Phase II trial data confirmed that olaparib would be most beneficial for patients with deleterious *BRCA1/2* mutations [37]. Astra Zeneca recently announced the progression of olaparib into Phase III studies (SOLO1 and SOLO2) that will assess olaparib's efficacy as a maintenance therapy for patients who have previously received platinum-based chemotherapy. Crucially, the trial inclusion criteria include the requirement that patient tumors carry deleterious or suspected deleterious *BRCA1/2* mutations.

In contrast to GEMMs for breast cancer [46], combined treatment with cisplatin and olaparib in the SEOC allograft models did not result in increased efficacy over cisplatin alone. This difference could be attributed to differences in dosing regimens between the two studies. While mice with mammary cancers were given repeated cycles of single dose of cisplatin after each relapse, our study treated allografts continuously, which resulted in very efficient tumor regression. Thus, any added benefit of olaparib may have been masked by the efficiency of cisplatin. We also found the potential for adverse effects in the combination treatment. Given that olaparib treatment alone increased survival in the orthotopic model, future studies in the Brca1-deficient model should compare alternate dosing regimens such as initial dosing with cisplatin, followed by olaparib single treatment, to maximize potential efficacy while minimizing toxicity.

In summary, we have established tractable preclinical ovarian cancer models suitable for efficacy testing of existing and investigative therapeutics tailored to the genetic status of tumors. The ability to rapidly assess efficacy in these models provides an asset to future ovarian cancer drug discovery efforts. Novel targeted small molecule drugs may be evaluated in combination with standard of care, as in this study. Additionally, the presence of tumor cells refractory to initial cisplatin treatment allows for the possibility of studying drug resistance. Finally, the use of immunocompetent, syngeneic transplant models allows for the evaluation of drugs that may affect the tumor microenvironment, including the impact of an intact immune system for both immunomodulatory and signaling targeted therapies.

## Supporting Information

Figure S1 Functional assay for status of homologous recombination in human ovarian carcinoma cell lines. Non-irradiated and cells treated with a single dose of 10Gy were stained for phosphohistone H2A.X (to visualize sites of DSBs) and RAD51 (to visualize foci of BRCA1-dependent recruitment of RAD51 to DSBs). RAD51-containing foci are not present in cells that exhibit increased sensitivity to cisplatin (1A9 and UWB1.289). White arrows are pointing to cells with RAD51 foci.
(TIF)

Figure S2 Functional assay for status of homologous recombination in murine ovarian carcinoma cell lines. Non-irradiated and cells treated with a single dose of 10Gy were stained for phosphohistone H2A.X (to visualize sites of DSBs) and RAD51 (to visualize foci of BRCA1-dependent recruitment of RAD51 to DSBs). RAD51-containing foci are not present in Brca1-deficient cells that exhibit increased sensitivity to cisplatin (39647, 60577, 82394, 60580). White arrows are pointing to cells with RAD51 foci.
(TIF)

Figure S3 Kinetics of the orthotopic tumor growth. To determine the optimal time point for beginning of treatments in efficacy studies, the tumor growth kinetics was first assessed for 2 K18G_T121_^tg/+^/p53^Δ/Δ^/Brca1^Δ/Δ^ tumor lines (A, B) by tumor volume measurements over the period of time. The optimal starting tumor volume was determined to be 0.07–0.2 cm3, which would allow for at let 2 weeks of treatment before the mice had to be euthanized due to tumor burden and/or presence of ascites. C, Kinetics of the tumor development in K18G_T121_^tg/+^/p53^Δ/Δ^/Brca1^Δ/Δ^ and K18G_T121_^tg/+^/p53^Δ/Δ^ tumor lines indicates delayed start for tumors wild type for Brca1 but very similar growth rates once the tumors are established.
(TIF)

Figure S4 Assessment of histopathological changes induced by drug treatment in Brca1-wild type tumor line. An example of histology and IHC of Brca1-wild type tumors treated with cisplatin and/or olaparib (a–l). Tumors did not respond to treatment with olaparib and/or cisplatin with marked decrease in cell proliferation (e–h). Increased DNA damage observed after cisplatin treatment did not result in decreased tumor volume likely due to intact DNA repair mechanism.
(TIF)

Figure S5 Progression of the orthotopic tumor development in tumor line 39877 determined from ultrasound imaging. Tumor volume measurements were obtained from ultrasound image sequences before beginning of treatment (0) and after 2 weeks of treatment (2). RTV compares tumor volume at any given time point to the baseline (0) tumor volume. The results are comparable with those obtained in efficacy study where tumor volumes were determined from MR images (Fig. 3).
(TIF)

Figure S6 Effect of long-term treatment on Brca1-wild type tumors. Prolonged treatment with cisplatin, olaparib or their combination had minimal effect on tumor growth (A) or survival (B) of mice implanetd with Brca1-wild type tumor (line 29255). O; olaparib (n = 5), C; cisplatin (n = 5), O+C; olaparib and cisplatin (n = 3), V; vehicle (n = 4).
(TIF)

Table S1 Summary of the results obtained from orthotopic grafting of cultured cell lines.
(DOCX)

Data S1 Supplementary Data contain material and methods for establishment of murine primary ovarian cancer cell lines, methods and results for cell implantations, methods for imaging and tumor volume measurements, tissue collection, pathological and IHC analysis, quantitative analysis of IHC stains, immunofluorescent staining of human and murine cells and quantitative PCR analysis of *Brca1* status.
(DOCX)

## References

[1] American Cancer Society (2012). Cancer facts & figures, 2012. Atlanta.

[2] McGuireWP3rd, MarkmanM (2003) Primary ovarian cancer chemotherapy: current standards of care. Br J Cancer 89 Suppl 3S3–8.10.1038/sj.bjc.6601494PMC275061614661040

[3] QuinnJE, CarserJE, JamesCR, KennedyRD, HarkinDP (2009) BRCA1 and implications for response to chemotherapy in ovarian cancer. Gynecol Oncol 113: 134–142.1916820710.1016/j.ygyno.2008.12.015

[4] YapTA, CardenCP, KayeSB (2009) Beyond chemotherapy: targeted therapies in ovarian cancer. Nat Rev Cancer 9: 167–181.1923814910.1038/nrc2583

[5] Cancer Genome Atlas ResearchNetwork (2011) Integrated genomic analyses of ovarian carcinoma. Nature 474: 609–615.2172036510.1038/nature10166PMC3163504

[6] RoyR, ChunJ, PowellSN (2012) BRCA1 and BRCA2: different roles in a common pathway of genome protection. Nat Rev Cancer 12: 68–78.10.1038/nrc3181PMC497249022193408

[7] DedesKJ, WilkersonPM, WetterskogD, WeigeltB, AshworthA, et al (2011) Synthetic lethality of PARP inhibition in cancers lacking BRCA1 and BRCA2 mutations. Cell Cycle 10: 1192–1199.2148724810.4161/cc.10.8.15273PMC3117132

[8] ChernikovaSB, GameJC, BrownJM (2012) Inhibiting homologous recombination for cancer therapy. Cancer Biol Ther 13: 61–68.2233690710.4161/cbt.13.2.18872PMC3336066

[9] SchreiberV, DantzerF, AmeJC, de MurciaG (2006) Poly(ADP-ribose): novel functions for an old molecule. Nat Rev Mol Cell Biol 7: 517–528.1682998210.1038/nrm1963

[10] LordCJ, AshworthA (2008) Targeted therapy for cancer using PARP inhibitors. Curr Opin Pharmacol 8: 363–369.1864425110.1016/j.coph.2008.06.016

[11] PlummerER (2006) Inhibition of poly(ADP-ribose) polymerase in cancer. Curr Opin Pharmacol 6: 364–368.1675334010.1016/j.coph.2006.02.004

[12] MenearKA, AdcockC, BoulterR, CockcroftXL, CopseyL, et al (2008) 4-[3-(4-cyclopropanecarbonylpiperazine-1-carbonyl)-4-fluorobenzyl]-2H-phthalazin- 1-one: a novel bioavailable inhibitor of poly(ADP-ribose) polymerase-1. J Med Chem 51: 6581–6591.1880082210.1021/jm8001263

[13] AnnunziataCM, O'ShaughnessyJ (2010) Poly (ADP-ribose) polymerase as a novel therapeutic target in cancer. Clin Cancer Res 16: 4517–4526.2082314210.1158/1078-0432.CCR-10-0526PMC2981097

[14] KhanOA, GoreM, LoriganP, StoneJ, GreystokeA, et al (2011) A phase I study of the safety and tolerability of olaparib (AZD2281, KU0059436) and dacarbazine in patients with advanced solid tumours. Br J Cancer 104: 750–755.2132624310.1038/bjc.2011.8PMC3048218

[15] GelmonKA, TischkowitzM, MackayH, SwenertonK, RobidouxA, et al (2011) Olaparib in patients with recurrent high-grade serous or poorly differentiated ovarian carcinoma or triple-negative breast cancer: a phase 2, multicentre, open-label, non-randomised study. Lancet Oncol 12: 852–861.2186240710.1016/S1470-2045(11)70214-5

[16] LedermannJ, HarterP, GourleyC, FriedlanderM, VergoteI, et al (2012) Olaparib maintenance therapy in platinum-sensitive relapsed ovarian cancer. N Engl J Med 366: 1382–1392.2245235610.1056/NEJMoa1105535

[17] HayT, MatthewsJR, PietzkaL, LauA, CranstonA, et al (2009) Poly(ADP-ribose) polymerase-1 inhibitor treatment regresses autochthonous Brca2/p53-mutant mammary tumors in vivo and delays tumor relapse in combination with carboplatin. Cancer Res 69: 3850–3855.1938392110.1158/0008-5472.CAN-08-2388

[18] FongPC, YapTA, BossDS, CardenCP, Mergui-RoelvinkM, et al (2010) Poly(ADP)-ribose polymerase inhibition: frequent durable responses in BRCA carrier ovarian cancer correlating with platinum-free interval. J Clin Oncol 28: 2512–2519.2040692910.1200/JCO.2009.26.9589

[19] FongPC, BossDS, YapTA, TuttA, WuP, et al (2009) Inhibition of poly(ADP-ribose) polymerase in tumors from BRCA mutation carriers. N Engl J Med 361: 123–134.1955364110.1056/NEJMoa0900212

[20] KimWY, SharplessNE (2012) Drug efficacy testing in mice. Curr Top Microbiol Immunol 355: 19–38.2182302910.1007/82_2011_160PMC3732649

[21] XingD, OrsulicS (2006) A mouse model for the molecular characterization of brca1-associated ovarian carcinoma. Cancer Res 66: 8949–8953.1698273210.1158/0008-5472.CAN-06-1495PMC1802660

[22] QuinnBA, XiaoF, BickelL, MartinL, HuaX, et al (2010) Development of a syngeneic mouse model of epithelial ovarian cancer. J Ovarian Res 3: 1–24.2095899310.1186/1757-2215-3-24PMC2974672

[23] ConnollyDC, BaoR, NikitinAY, StephensKC, PooleTW, et al (2003) Female mice chimeric for expression of the simian virus 40 TAg under control of the MISIIR promoter develop epithelial ovarian cancer. Cancer Res 63: 1389–1397.12649204

[24] Flesken-NikitinA, ChoiKC, EngJP, ShmidtEN, NikitinAY (2003) Induction of carcinogenesis by concurrent inactivation of p53 and Rb1 in the mouse ovarian surface epithelium. Cancer Res 63: 3459–3463.12839925

[25] OrsulicS, LiY, SoslowRA, Vitale-CrossLA, GutkindJS, et al (2002) Induction of ovarian cancer by defined multiple genetic changes in a mouse model system. Cancer Cell 1: 53–62.1208688810.1016/s1535-6108(01)00002-2PMC2267863

[26] SzabovaL, YinC, BuppS, GuerinTM, SchlomerJJ, HouseholderDB, BaranML, YiM, SongY, SunW, McDunnJE, MartinPL, Van DykeT, DifilippantonioS (2012) Perturbation of Rb, p53 and Brca1 or Brca2 cooperate in inducing metastatic serous epithelial ovarian cancer. Cancer Res 72: 4141–4153.2261732610.1158/0008-5472.CAN-11-3834PMC3421072

[27] BuickRN, PullanoR, TrentJM (1985) Comparative properties of five human ovarian adenocarcinoma cell lines. Cancer Res 45: 3668–3676.4016745

[28] HellemanJ, BurgerH, HamelersIH, BoersmaAW, de KroonAI, et al (2006) Impaired cisplatin influx in an A2780 mutant cell line: evidence for a putative, cis-configuration-specific, platinum influx transporter. Cancer Biol Ther 5: 943–949.1677542210.4161/cbt.5.8.2876

[29] FojoT, FarrellN, OrtuzarW, TanimuraH, WeinsteinJ, et al (2005) Identification of non-cross-resistant platinum compounds with novel cytotoxicity profiles using the NCI anticancer drug screen and clustered image map visualizations. Crit Rev Oncol Hematol 53: 25–34.1560793310.1016/j.critrevonc.2004.09.008

[30] ScudieroDA, ShoemakerRH, PaullKD, MonksA, TierneyS, et al (1988) Evaluation of a soluble tetrazolium/formazan assay for cell growth and drug sensitivity in culture using human and other tumor cell lines. Cancer Res 48: 4827–4833.3409223

[31] StordalB, TimmsK, FarrellyA, GallagherD, BusschotsS, et al (2013) BRCA1/2 mutation analysis in 41 ovarian cell lines reveals only one functionally deleterious BRCA1 mutation. Mol Oncol 7: 567–579.2341575210.1016/j.molonc.2012.12.007PMC4106023

[32] GallagherDJ, KonnerJA, Bell-McGuinnKM, BhatiaJ, SabbatiniP, et al (2011) Survival in epithelial ovarian cancer: a multivariate analysis incorporating BRCA mutation status and platinum sensitivity. Ann Oncol 22: 1127–1132.2108442810.1093/annonc/mdq577PMC6267858

[33] DannRB, DeLoiaJA, TimmsKM, ZornKK, PotterJ, et al (2012) BRCA1/2 mutations and expression: response to platinum chemotherapy in patients with advanced stage epithelial ovarian cancer. Gynecol Oncol 125: 677–682.2240676010.1016/j.ygyno.2012.03.006

[34] RubinSC, BenjaminI, BehbakhtK, TakahashiH, MorganMA, et al (1996) Clinical and pathological features of ovarian cancer in women with germ-line mutations of BRCA1. N Engl J Med 335: 1413–1416.887591710.1056/NEJM199611073351901

[35] RigakosG, RazisE (2012) BRCAness: finding the Achilles heel in ovarian cancer. Oncologist 17: 956–962.2267363210.1634/theoncologist.2012-0028PMC3399652

[36] CassI, BaldwinRL, VarkeyT, MoslehiR, NarodSA, et al (2003) Improved survival in women with BRCA-associated ovarian carcinoma. Cancer 97: 2187–2195.1271247010.1002/cncr.11310

[37] LedermannJA, HarterP, GourleyC, FriedlanderM, VergoteI, et al (2013) Olaparib maintenance therapy in patients with platinum-sensitive relapsed serous ovarian cancer (SOC) and a BRCA mutation (BRCAm). J Clin Oncol 31: (suppl; abstr 5505)

[38] MarkmanM, RothmanR, HakesT, ReichmanB, HoskinsW, et al (1991) Second-line platinum therapy in patients with ovarian cancer previously treated with cisplatin. J Clin Oncol 9: 389–393.199970810.1200/JCO.1991.9.3.389

[39] CarserJE, QuinnJE, MichieCO, O'BrienEJ, McCluggageWG, et al (2011) BRCA1 is both a prognostic and predictive biomarker of response to chemotherapy in sporadic epithelial ovarian cancer. Gynecol Oncol 123: 492–498.2192058910.1016/j.ygyno.2011.08.017

[40] BoydJ, SonodaY, FedericiMG, BogomolniyF, RheiE, et al (2000) Clinicopathologic features of BRCA-linked and sporadic ovarian cancer. Jama 283: 2260–2265.1080738510.1001/jama.283.17.2260

[41] BorstP, RottenbergS, JonkersJ (2008) How do real tumors become resistant to cisplatin? Cell Cycle 7: 1353–1359.1841807410.4161/cc.7.10.5930

[42] RottenbergS, NygrenAO, PajicM, van LeeuwenFW, van der HeijdenI, et al (2007) Selective induction of chemotherapy resistance of mammary tumors in a conditional mouse model for hereditary breast cancer. Proc Natl Acad Sci U S A 104: 12117–12122.1762618310.1073/pnas.0702955104PMC1914039

[43] SwisherEM, SakaiW, KarlanBY, WurzK, UrbanN, et al (2008) Secondary BRCA1 mutations in BRCA1-mutated ovarian carcinomas with platinum resistance. Cancer Res 68: 2581–2586.1841372510.1158/0008-5472.CAN-08-0088PMC2674369

[44] MarkmanM, BookmanMA (2000) Second-line treatment of ovarian cancer. Oncologist 5: 26–35.1070664710.1634/theoncologist.5-1-26

[45] JaspersJE, KersbergenA, BoonU, SolW, van DeemterL, et al (2013) Loss of 53BP1 causes PARP inhibitor resistance in Brca1-mutated mouse mammary tumors. Cancer Discov 3: 68–81.2310385510.1158/2159-8290.CD-12-0049PMC7518105

[46] RottenbergS, JaspersJE, KersbergenA, van der BurgE, NygrenAO, et al (2008) High sensitivity of BRCA1-deficient mammary tumors to the PARP inhibitor AZD2281 alone and in combination with platinum drugs. Proc Natl Acad Sci U S A 105: 17079–17084.1897134010.1073/pnas.0806092105PMC2579381

[47] RatnerES, SartorelliAC, LinZP (2012) Poly (ADP-ribose) polymerase inhibitors: on the horizon of tailored and personalized therapies for epithelial ovarian cancer. Curr Opin Oncol 24: 564–571.2275974010.1097/CCO.0b013e3283564230PMC3799945

# Supplementary material for: Pathway-Specific Engineered Mouse Allograft Models Functionally Recapitulate Human Serous Epithelial Ovarian Cancer
**Source:** PLoS One. 2014 Apr 18;9(4):e95649. doi: 10.1371/journal.pone.0095649
**Supplement:** Table S1 — Summary of the results obtained from orthotopic grafting of cultured cell lines.

**Table S1. Summary of the results obtained from orthotopic grafting of cultured cell lines.**

|  |  | **IMMUNOCOMPROMISED/ I.B. INJECTION** | | | **IMMUNOCOMPROMISED/ I.P. INJECTION** | | | **IMMUNECOMPETENT/ I.B. INJECTION** | | | **IMMUNECOMPETENT/ I.P. INJECTION** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **CELL LINE** | **GENOTYPE** | **TAKE RATE (N)** | **AVERGE LATENCY (MONTHS)** | **INTER-TUMOR HISTOLOGY** | **TAKE RATE (N)** | **AVERGE LATENCY (MONTHS)** | **INTER-TUMOR HISTOLOGY** | **TAKE RATE (N)** | **AVERGE LATENCY (MONTHS)** | **TUMOR HISTOLOGY** | **TAKE RATE (N)** | **AVERGE LATENCY (MONTHS)** | **INTER-TUMOR HISTOLOGY** |
| 22864 TUM | TgK18G_T121_^tg/+^*/*Brca1^Δ/Δ^/p53^R172H/Δ^ | 0% (0/5) | N/A | N/A | 0% (0/5) | N/A | N/A | 0% (0/5) | N/A | N/A | 20% (1/5) | 7.1 | 100% SEOC, papillary |
| 23615 TUM | TgK18G_T121_^tg/+^*/*Brca1^Δ/Δ^/p53^R172H/Δ^ | 100% (5/5) | 5.2 | 80% Undifferentiated carcinoma, 20% SEOC, poorly differentiated papillary | 100% (4/4) | 2.8 | 100% Undifferentiated carcinoma | 20% (1/5) | 4.5 | 100% Undifferentiated carcinoma | 0% (0/4) | N/A | N/A |
| 26341 TUM | TgK18G_T121_^tg/+^*/*Brca1^Δ/Δ^/p53^R172H/Δ^ | 0% (0/5) | N/A | N/A | 0% (0/6) | N/A | N/A | 0% (0/5) | N/A | N/A | 0% (0/5) | N/A | N/A |
| 15825 TUM | TgK18G_T121_^tg/+^*/*Brca2^Δ/Δ^/p53^R172H/Δ^ | 83% (10/12) | 4.5 | 80% SEOC, papillary, 20% SEOC, poorly differentiated papillary | 100% (2/2) | 3.4 | 100% SEOC, poorly differentiated papillary | 0% (0/14) | N/A | N/A | 60% (3/5) | 3.4 | 67% SEOC papillary, 33% undifferentiated carcinoma |
| 23185 TUM | TgK18G_T121_^tg/+^*/*Brca2^Δ/Δ^/p53^R172H/Δ^ | 40% (2/5) | 6.7 | 100% SEOC, papillary | 50% (2/4) | 5.5 | 50% SEOC, papillary, 50% SEOC, poorly differentiated papillary | 0% (0/4) | N/A | N/A | 50% (2/4) | 5.7 | 100% SEOC, papillary |
| 25604 TUM | TgK18G_T121_^tg/+^*/*Brca2^Δ/Δ^/p53^R172H/Δ^ | 20% (1/5) | 7.3 | 100% SEOC, papillary | 0% (0/4) | N/A | N/A | 0% (0/4) | N/A | N/A | 0% (0/5) | N/A | N/A |
| 29410 TUM | TgK18G_T121_^tg/+^*/*Brca2^Δ/Δ^/p53^R172H/Δ^ | 0% (0/5) | N/A | N/A | 0% (0/4) | N/A | N/A | 0% (0/5) | N/A | N/A | 0% (0/5) | N/A | N/A |
| 30200 TUM | TgK18G_T121_^tg/+^*/*Brca1^Δ/Δ^/p53^Δ/Δ^ | 0% (0/5) | N/A | N/A | 75% (3/4) | 3.8 | 67% Undifferentiated carcinoma, 33% SEOC, poorly differentiated papillary | 0% (0/5) | N/A | N/A | 60% (3/5) | 5 | 67% SEOC papillary, 33% undifferentiated carcinoma |
| R5814 TUM | TgK18G_T121_^tg/+^*/*Brca1^Δ/Δ^/p53^Δ/Δ^ | 0% (0/5) | N/A | N/A | 0% (0/5) | N/A | N/A | 0% (0/5) | N/A | N/A | 0% (0/5) | N/A | N/A |
| R5828 TUM | TgK18G_T121_^tg/+^*/*Brca1^Δ/Δ^/p53^Δ/Δ^ | 0% (0/5) | N/A | N/A | 0% (0/5) | N/A | N/A | 0% (0/5) | N/A | N/A | 0% (0/5) | N/A | N/A |
| R5830 TUM | TgK18G_T121_^tg/+^*/*Brca1^Δ/Δ^/p53^Δ/Δ^ | 0% (0/6) | N/A | N/A | 0% (0/5) | N/A | N/A | 0% (0/5) | N/A | N/A | 0% (0/5) | N/A | N/A |
| R5831 TUM | TgK18G_T121_^tg/+^*/*Brca1^Δ/Δ^/p53^Δ/Δ^ | 0% (0/5) | N/A | N/A | 0% (0/4) | N/A | N/A | 0% (0/5) | N/A | N/A | 0% (0/5) | N/A | N/A |
| R5843 TUM | TgK18G_T121_^tg/+^*/*Brca1^Δ/Δ^/p53^Δ/Δ^ | 0% (0/5) | N/A | N/A | 0% (0/5) | N/A | N/A | 0% (0/5) | N/A | N/A | 0% (0/5) | N/A | N/A |
| R5848 TUM | TgK18G_T121_^tg/+^*/*Brca1^Δ/Δ^/p53^Δ/Δ^ | 0% (0/5) | N/A | N/A | N/A | N/A | N/A | 0% (0/5) | N/A | N/A | 0% (0/4) | N/A | N/A |
| R5860 TUM | TgK18G_T121_^tg/+^*/*Brca1^Δ/Δ^/p53^Δ/Δ^ | 100% (5/5) | 4.8 | 80% SEOC, papillary, 20% SEOC, poorly differentiated papillary | 80% (4/5) | 5.4 | 50% SEOC, papillary, 50% Undifferentiated carcinoma | 0% (0/5) | N/A | N/A | 0% (0/5) | N/A | N/A |
| R5836 TUM | TgK18G_T121_^tg/+^*/*p53^Δ/Δ^ | 75% (3/4) | 5.8 | 100% SEOC, papillary | N/A | N/A | N/A | 0% (0/5) | N/A | N/A | 77% (7/9) | 4.9 | 72% SEOC, poorly differentiated papillary, 14% SEOC, papillary, 14% undifferentiated carcinoma |
| 26341 ASC | TgK18G_T121_^tg/+^*/*Brca1^Δ/Δ^/p53^R172H/Δ^ | 25% (1/4) | 3.1 | 100% SEOC, papillary | 20% (1/5) | 4.4 | 100% Undifferentiated carcinoma | 0% (0/5) | N/A | N/A | 0% (0/5) | N/A | N/A |
| 23615 ASC | TgK18G_T121_^tg/+^*/*Brca1^Δ/Δ^/p53^R172H/Δ^ | 30% (3/10) | 5.8 | 100% sarcoma | 10% (1/10) | 6.2 | 100% Undifferentiated carcinoma | 0% (0/9) | N/A | N/A | 0% (0/4) | N/A | N/A |
| 24661 ASC | TgK18G_T121_^tg/+^*/*Brca1^Δ/Δ^/p53^R172H/Δ^ | 0% (0/5) | N/A | N/A | 0% (0/4) | N/A | N/A | 0% (0/5) | N/A | N/A | 0% (0/5) | N/A | N/A |
| 15825 ASC | TgK18G_T121_^tg/+^*/*Brca2^Δ/Δ^/p53^R172H/Δ^ | 30% (3/10) | 6.3 | 100% SEOC, papillary | 0% (0/5) | N/A | N/A | 0% (0/7) | N/A | N/A | 66% (2/3) | 6.85 | 100% Undifferentiated carcinoma |
| 23172 ASC | TgK18G_T121_^tg/+^*/*Brca2^Δ/Δ^/p53^R172H/Δ^ | 0% (0/5) | N/A | N/A | 0% (0/4) | N/A | N/A | 0% (0/5) | N/A | N/A | 0% (0/5) | N/A | N/A |
| R5854 ASC | TgK18G_T121_^tg/+^*/*Brca1^Δ/Δ^/p53^Δ/Δ^ | 33% (2/6) | 7.7 | 50% SEOC, papillary, 50% undifferentiated carcinoma | N/A | N/A | N/A | 0% (0/5) | N/A | N/A | N/A | N/A | N/A |

*latency of tumor development from cell injections till end point

*TgK18G_T121_^tg/+^ =* transgenic for bacterial artificial chromosome containing the mouse cytokeratin 18 gene, into which a Cre-conditional loxP-GFP-stop-loxP T_121_ cassette was inserted

*Brca1^Δ/Δ^ =* deletion mutant for *Brca1* gene

*Brca2^Δ/Δ^ =* deletion mutant for *Brca2* gene

*p53^Δ/Δ^* = deletion mutant for p53 gene

*p53^R172H/Δ^* = point mutation and deletion mutant for *p53* gene

TUM = primary tumor-derived cell line

ASC = ascites derived-cell line

# Supplementary material for: Pathway-Specific Engineered Mouse Allograft Models Functionally Recapitulate Human Serous Epithelial Ovarian Cancer
**Source:** PLoS One. 2014 Apr 18;9(4):e95649. doi: 10.1371/journal.pone.0095649
**Supplement:** Data S1 — Supplementary Data contain material and methods for establishment of murine primary ovarian cancer cell lines, methods and results for cell implantations, methods for imaging and tumor volume measurements, tissue collection, pathological and IHC analysis, quantitative analysis of IHC stains, immunofluorescent staining of human and murine cells and quantitative PCR analysis of Brca1 status.

**Supplementary Data**

**Pathway-specific engineered mouse allograft models functionally recapitulate human serous epithelial ovarian cancer**

**Establishment of primary tumor lines from the SEOC GEM model**

All murine ovarian carcinoma cell lines were established in accordance to animal study protocol approved by the Institutional Animal Care and Use Committee of Frederick National Laboratory for Cancer Research. Serous epithelial ovarian tumors generated in GEM models [[1](#_ENREF_1)] were used to prepare primary tumor cell cultures (Table S1). Briefly, tumor fragments were washed in sterile PBS containing penicillin/streptomycin (Life Technologies, Grand Island, NY), minced and dissociated by 10mg/ml collagenase/dispase (Roche, Indianapolis, IN) treatment at 37°C for 1 hour under constant mixing. The cell suspension was filtered through a cell strainer (BD Biosciences, Chicago, IL) to remove any undigested tissue residues, cells were spun, washed twice with fresh media [[2](#_ENREF_2)] and plated on collagen coated plates. To establish cell cultures from ascites, ascites were spun and cells were washed several times with PBS and plated on collagen coated dishes in complete media. Once the cells attached to the plates (about 2 days later), the cells were washed several times with PBS to remove any residual blood cells and debris and cultured in fresh media. Cultured mouse primary ovarian cancer cells (p4-p14) were washed with PBS and harvested by 0.25% Trypsin-EDTA, washed several times in PBS, counted and re-suspended in 4% methylcellulose (10^6^cells/5µl) for intrabursal injection (i.b.) or in PBS (10^7^cells/200µl) for intraperitoneal injection (i.p.) and kept on ice until time of injection.

**Cell implantations**

To perform orthotopic cell injection the animals were prepared for surgical procedure as described above. Hamilton syringe with 32G custom made needle was used to inject 5 µl of cell suspension under the bursa of the exposed ovary. The ovaries were replaced back into the abdominal cavity, the peritoneum was sutured and the skin closed with metal clips.

Several of the cultured lines were tested for tumorigenic potential following intraperitoneal (i.p.) and intrabursal (i.b.) introduction into both immunocompromised and immunocompetent recipient mice (Table S1). This approach proved much less reliable in establishing tumors than tissue transplantation: 37% (6/16) and 31% (5/16) of primary tumor-derived cell lines and 66% (4/6) and 16% (1/6) of ascites-derived cell lines re-established ovarian tumors and disseminated disease with SEOC-like characteristics or undifferentiated carcinomas upon i.b. or i.p. injection, respectively, in immunocompromised recipients (Table S1). However, only 1 of 22 cell lines injected under the bursa of immunocompetent recipients re-established tumors (1 mouse out of 5 injected). 31% (5/16) of primary tumor-derived and one of 6 ascites-derived cell lines successfully engrafted upon i.p. injection into immunocompetent mice (Table S1). The take-rate was variable in different cell lines and morphology of tumors resulting from cell injections often varied even within the same cell line. 44% of all tumors resulting from any type of cell injection had SEOC with papillary histology, 23% had SEOC with poorly differentiated papillary histology and 33% undifferentiated carcinoma (detailed in Table S1).

**Tissue collection, pathological and IHC analysis**

Animals were euthanized by CO_2_ inhalation, organs were fixed in 10% neutral buffered formalin, processed for paraffin embedding and characterized by microscopic evaluation. Five µm serial sections were cut for H&E and IHC. Pathological evaluation of histological findings was performed by a board certified veterinary pathologist (P.L.M.).

**Histopathological criteria for defining the tumor differentiation**

Histopathological criteria for defining the differentiation were as follows: tumors designated as SEOC papillary were well differentiated, with the majority of the tumor section being comprised of well differentiated papillary structures with occasional glandular or micro-cystic profiles, occasional poorly differentiated foci were present. Tumors with a majority of the section lacking well differentiated papillary structures were designated as SEOC poorly differentiated papillary. Large portions of these tumors consisted of solid sheets with occasional tightly compressed papillary structures; however, these tumors always contained a significant, yet minor, percentage of papillary structures. Tumors lacking characteristic histopathological pattern and significant regions that were suggestive of any specific epithelial cell type or tissue of origin were designated as Undifferentiated carcinoma. Rare foci of papillary or glandular histology may have been present in these tumors but represented less than 1% of the tumor section area. Paraffin sections were deparaffinized in xylene, rehydrated in ethanol according to standard protocol and subsequently used for IHC stains. IHC for Ki67 was performed as published previously [[1](#_ENREF_1)], the same protocol was used for IHC for γH2AX with rabbit monoclonal antibody (Cell Signaling, Danvers, MA).

**Imaging and tumor volume measurements**

Magnetic resonance imaging (MRI) was performed as previously described [[1](#_ENREF_1)]. Baseline and terminal tumor volumes were measured from MR image sequences using Image J or MIM 5.2.2 software. For ultrasound imaging (US), the abdominal area of mice was shaved prior to imaging, followed by fine hair removal using Surgi-cream (Surgi-Care, Waltham, Massachusetts). A high frequency (40 MHz) Ultrasound imaging system (Vevo 2100, VisualSonics, Toronto, Canada), was used in these studies. 3D B-mode images were acquired using the MS-550S or for larger volumes the MS250 transducer: axial resolution of 40µm and 75µm, respectively, and a lateral spatial resolution of 80µm and 165µm, respectively. The acoustic focus was placed at the center of the ovary. Throughout the imaging session, mice were kept anesthetized with 1-2% isoflurane in oxygen at 1L/min on a heated stage according to the manufacturer’s protocol. Respiratory gating was used to synchronize data acquisition with the mouse respiratory cycle to reduce motion artifact during image analysis. Ovarian volumes were analyzed using the vendor analysis software (VisualSonics, Toronto, Canada).

**Quantitative analysis of IHC stains**

The ARIOL SL-50 Automated Slide Scanner (Leica Microsystems, Buffalo Grove, IL) was used to quantify both proliferation (Ki-67) and DNA damage (γH2AX) on 20X scans. For Ki-67 the *kisight* analysis module was used for automated counting of DAB positive (brown) nuclei and hematoxylin stained (blue) negative nuclei. For γH2AX the *kisight* module was used to assess the percentage of nuclear area positive for γH2AX. Total area of pixels positive for γH2AX (brown) was divided by the total area of pixels in nuclei in the tumor section. Regions of necrosis were excluded from all analyses.

**Quantitative PCR analysis of *Brca1* status**

Relative content of genomic *Brca1* in tumor tissue or cultured cells was examined by qPCR amplifying a target located between two loxP sites of the floxed *Brca1* allele. DNA from cultured cells or frozen tumors was extracted by DNeasy Blood and Tissue Kit (Qiagen, Valencia, CA) and 20 ng of DNA was used in qPCR reaction using SYBR Green PCR Master Mix (Applied Biosystems, Grand Island, NY) and 500 pmol of each primer (Brca1 ex11 Fw: 5’-GGAAGGGTAGCAGCAGTGAC-3’, Brca1 ex11Rev: 5’-GGGAGTTTGCATTTGCAGTT-3’). Amplification of endogenous control beta-actin was performed for each sample using primers: beta-actin ex4 Fw: 5’-AGCCATGTACGTAGCCATCC-3’, beta-actin ex4 Rev: 5’-TTTGATGTCACGCACGATTT-3’. All samples were run in triplicates. Comparative Ct method was used to evaluate the relative quantity of *Brca1* gene using formula 2^-ΔCt^ where ΔCt is (mean Ct_Brca1_ – mean Ct_actin_). Content of *Brca1* was plotted relative to the average genomic *Brca1* content in wild type tumors or cells.

**Phosphohistone H2A.X and Rad 51 immunofluorescence**

Human or murine ovarian carcinoma cells were seeded on coverslips and grown for 24 hrs before being irradiated with 10 Gy. Six hours after irradiation cells were fixed in 2% paraformaldehyde in PBS and permeabilized in 0.2% Triton X-100 in PBS for 20 min. Blocking (30 min) and staining were performed in 1% BSA, 0.15% glycine, and 0.1% Triton X-100 buffer at room temperature. All washing steps were done in PBS with 0.1% Triton X-100. Incubations with phosphohistone H2AX rabbit monoclonal (Cell Signaling, Danvers, MA) and Rad 51 rabbit polyclonal antibodies (Santa Cruz, TX) were done for 2 hours. Alexa Fluor 546 donkey anti-rabbit IgG (Invitrogen, Grand Island, NY) was used as secondary antibody and ProLong Gold antifade reagent with DAPI (Invitrogen, Grand Island, NY) was used to mount coverslips. Images were taken with Zeiss Axio Imager.M1 microscope using 40 x objective equipped with AxioCam HR Rev3 camera. Images were acquired and processed by AxioVision 4.8.2 software through multidimensional acquisition.

**References**

1. Szabova L, Yin C, Bupp S, Guerin TM, Schlomer JJ, Householder DB, Baran ML, Yi M, Song Y, Sun W, McDunn JE, Martin PL, Van Dyke T, Difilippantonio S. (2012) Perturbation of Rb, p53 and Brca1 or Brca2 cooperate in inducing metastatic serous epithelial ovarian cancer. Cancer Res 72: 4141-4153.
2. Roby KF, Taylor CC, Sweetwood JP, Cheng Y, Pace JL, et al. (2000) Development of a syngeneic mouse model for events related to ovarian cancer. Carcinogenesis 21: 585-591.

How the deposited data were processed for this re-analysis (not part of the article)

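Transcript levels were measured in 59 samples on Affymetrix mouse genome arrays. The samples were 3 normal ovarian surface epithelium samples and 26 primary tumors of a published set, and 5 primary and 25 passaged tumors of a new set. The authors made the log2 values with RMA, whose version is not given in the sources used here, and deposited them as a table of 45037 probe sets. Values ranged from 3.25 to 14.31. The authors also deposited a table of log2 values in which mouse and human samples were merged. Its 59 mouse columns were used for the subgroup scores and as an alternative for the comparisons with normal epithelium, of passaged with primary tumors, of passage number and of Brca1 genotype within each set, and the other 278 columns of per-sample values were not used. Of the 6397 gene entries of the merged table, 188 with several symbols were left out, and 5876 genes entered the tests.

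Conditions came from the sample labels and Table 1 of the paper. A probe table gave 34945 probe sets 1 gene symbol, and those with several symbols or none were left out of gene tests. Each of the 18193 genes took the probe set with the highest mean over all arrays, and 9010 genes had more than 1 probe set. Trp53, which the paper names, has no probe set with its symbol in that table and was not analysed here. Arrays give no count of molecules, so the number of arrays and the signal over background limit the precision.

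Groups were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with data.table 1.17.8 for reading tables. Benjamini-Hochberg adjustment was made over all genes tested, with a threshold of 0.05 on the adjusted p, and these model tests are two-sided. Primary tumors were compared with normal epithelium in the published set, passaged with primary tumors in the new set with Brca1 genotype as a covariate, and passaged tumors with normal epithelium over all arrays with the set as a covariate. The slope per passage was fitted in the 18 Brca1-deficient tumors of the new set. Brca1 genotype was tested within each set, with primary or passaged as a covariate in the new set, and the difference between the sets with an interaction term. New and published primary tumors, p53 missense and deleted tumors, and Brca2-deficient and Brca1-deficient tumors were compared in the tumors that differ in that factor alone, with Brca1 genotype as a covariate for the first. The 33 lists, 17 of pathways and subgroups and 16 of cell types, were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry for direction.

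The genes named are the 10 with the largest rise and the 10 with the largest fall in a comparison, up to 4 members of each list with a call, and the genes the paper names, and the text gives a selection of these. Principal components were computed from all probe sets after each was centred and scaled. Distances between group centroids were taken on the first 3 components. Permutation tests used every choice of samples where a group had fewer than 10 and 100000 resamples otherwise. For primary against passaged tumors, in the component distance and in the share of variance, 100000 resamples were set at first, and all 142506 choices took their place after the resampled p had been seen, because 1 group had 5 samples. The new set's subgroup table was likewise moved from resamples to Fisher's exact test, and no p crossed 0.05 with these changes. Each tumor took the subgroup list with its highest mean z score over the 56 tumor arrays, after list means were centred and scaled. Near-identical arrays were found from the SD of the difference between every pair of arrays.

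Each model was tested on simulated data with 100 genes changed by each of 2 sizes among the 18193. For primary tumors against normal epithelium, 71 genes were recovered at a log2 change of 1 and 90 at a change of 2. For passaged against primary tumors, 73 and 97 were recovered, and for passaged tumors against normal epithelium 51 and 83. For the slope per passage, 50 were recovered at 0.2 and 85 at 0.4 per passage. Other splits of the samples were drawn 100 times per comparison with random seed 20140, except for Brca2-deficient against Brca1-deficient tumors, where all 56 were used. Alternatives were the merged table, genes at or above the median level alone, the mean of each gene's probe sets, array weights, eBayes with trend and robust settings, other covariates, fewer passages, and leaving out samples in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.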

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

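Tests of the 1st and the 2nd pattern below, and the tests of late passages and of lines for the 3rd, were chosen after the result was seen, and the draws of equal group sizes for the 3rd were set before. An extreme sample was looked for in 60 pairs of a group and a measure, and 10 were found, where chance gives about 1 in 20 groups, which is 3 of 60. All 10 were new primary, passage 1 or passage 2 tumors, and they are not the extremes of all samples. In published primary tumors the mean of pancreatic acinar cell markers was 6.35 ± 1.66 (SD, n = 26). Its highest value there was 13.44, which is not among the 10.

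Oocyte markers, which the paper does not discuss, had a median log2 fold change of -3.41 in primary tumors relative to normal epithelium, and 13 of the 17 were above every tumor in all 3 normal samples. RNA of other ovarian cells in the normal samples is a candidate explanation, since further transcripts of these cells, in none of the fixed lists and listed after the pattern was seen, were lower in primary tumors for 17 of 19 measured oocyte genes and 8 of 12 granulosa, theca and luteal cell genes, where the share over all genes was 26.0%. In the normal samples Hsd3b1 had the highest mean of its list, 13.20, and Nlrp5, at 11.41, was next in the oocyte list to Ooep, at 12.81, which was named after its values were seen, did not pass against primary tumors (adjusted p = 0.0847 from limma) and had 11.32 ± 1.73 (SD, n = 14) in Brca1-deficient passaged tumors. The median percentile of the markers among the genes of an array was higher in each normal sample than in any published primary tumor. The gap was at least 25.4 points for the oocyte list and 12.2 for the other. A step that keeps the order of values within an array cannot make such a gap. RMA also corrects the background and summarises probes, and the percentiles were taken after all its steps. The authors' normalization as a cause is therefore left undecided. No biological explanation was tested, and how the epithelium was separated from the ovary is not given in the sources used here.

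Tumors 62803 and 61362 of passage 2, labelled Brca1 wild type and Brca1-deficient, differed with an SD of 0.0803, close to that of tumors 65021 and 64644 of passage 3, which share a genotype label. For tumors 62803 and 61362, either 1 RNA under both numbers or transplants of 1 line would mean that 1 array carries a wrong genotype label. The next closest pair, 65026 and 65076 of passage 5, which share a genotype label, had an SD of 0.209. The 2 explanations cannot be told apart, because the line of each passaged tumor is not given in the sources used here. A wrong genotype label of tumor 61362 is a candidate explanation. Its mean correlation with Brca1-wild type passaged tumors exceeded that with other Brca1-deficient ones by 9.35e-04. The difference lay between -0.0218 and -0.0061 in the other deficient tumors. Tumor 62803 had 9.58e-04, so the value of 61362 follows from the near-identity of the 2 arrays and is no separate support. It cannot tell a wrong label of the tumor from 1 RNA profiled under both numbers. Tumors 56234, 56230 and 60514, labelled wild type, had differences of -0.00139, -6.79e-04 and -0.00913, so this measure does not separate the genotypes fully. No label was changed.

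Brca1 genotype separated 2017 genes in the new set and 1 in the published set. Fewer Brca1-wild type tumors in the published set are argued against as the whole cause, since 0 of 100 draws of 14 deficient and 4 wild type tumors from the new set called as few genes. The draws called 2 to 3500 genes, with a median of 165.5. The published count was 1 to 3 with 1 wild type tumor left out, and the lowest draw lay within that range. Each draw still held tumors of passages 3 to 5, so smaller groups and late passages together were not tested. Late passages, which hold Brca1-deficient tumors alone, are argued against as the whole cause, since 295 genes passed without passages 3 to 5. The 5 lines from which the passaged tumors can come leave open that lines rather than the genotype differ, and this cannot be told apart because the line of each tumor is not given in the sources used here. A difference that comes with passaging in the host stays open as an untested biological explanation.

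The effect of Brca1 genotype differed between the sets for 26 genes by an interaction term in limma, and for 7 to 16 when any 1 of the 4 published Brca1-wild type tumors was left out. For Hhip, an inhibitor of hedgehog signalling, the effect was higher in the new set by 2.12 (SE 0.26) on the log2 scale. Primary tumor 29255 lay at -232 on component 1, where the next new primary tumor lay at 22.3. The same tumor had the highest mean of neutrophil markers among the new primary tumors, 7.83 against 5.92 in the next, and of T and NK cell markers, 5.85 against 5.22. Tumor 30200 of the new set had the lowest mean of oocyte markers, 5.50 against 6.04. In passage 1, tumor 47362 had the highest mean of smooth muscle and myofibroblast markers, 10.1 against 8.74, tumor 59232 the highest of red blood cell markers, 7.49 against 6.08, and tumor 57093 the lowest of macrophage markers, 8.35 against 9.15. In passage 2, tumor 60514 lay at -170 on component 1, against -22.8 in the next, and had the highest mean of skeletal muscle markers, 6.81 against 6.50. Tumor 61333 had the highest mean of hepatocyte markers in passage 2, 10.4 against 7.40.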

How the results depend on the processing

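Of 1119 pairs of a named gene and a setting, 1067 kept their direction and their side of the threshold, 38 no longer passed, 5 passed in addition and 9 turned direction. Chosen after seeing the data were the counting of near-identical arrays once, for the Brca1 level too, the removal of the published array of tumor 30200, and leaving out samples in turn for passage number, for the difference between the sets, for new against published, p53 missense and Brca2-deficient tumors, for the component distances and for the Brca1 level in the published set. No paired analysis was possible because the groups compared share at most 1 number, that of tumor 30200 in the new and the published primary tumors, and the line of each passaged tumor is not given in the sources used here.

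With fewer genes tested, at or above the median level or in the merged table, primary tumors against normal epithelium gave 3996 and 2704 genes, against 7445, passaged tumors against normal epithelium 2600 and 1766, against 5004, and Brca1 in the published set 0 and 1, against 1. With the merged table, 1057 genes changed with passage number and 861 differed by Brca1 in the new set. Array weights gave 7069 genes for passage number and 3231 for Brca1 in the new set, no covariate for the set gave 7645 for passaged tumors against normal epithelium, and passages 0 to 2 gave 295 for Brca1 in the new set. For Brca1 in the published set the mean of each gene's probe sets gave 3 genes, and all 26 tumors gave 0, with Hhip at -2.53 there as in the smaller set. Counted with near-identical arrays once, 39 genes differed in their Brca1 effect between the sets. Across the 10 comparisons, 78 calls of lists fell to 9 with an estimated correlation. Component 1 held 26.3% over the 1000 genes of largest variance, 1 tumor was nearer to the normal centroid with the effect of the set removed, the median z score gave the differentiated list 3 passaged tumors, and another of the Brca1 probe sets differed by 0.37 in the published set. The cause was not tested.

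Leaving out 1 sample at a time gave 0 to 35 genes for passaged against primary tumors, highest without 29255, 1442 to 3599 for passage number, lowest without 65026, 1531 without 65076 and highest without 39877, 1 to 3 for Brca1 in the published set, 3 without 216648 and 2 without 195571, 7 to 16, against 26, for the difference between the sets, below it without any 1 of the 4 published Brca1-wild type tumors, 11 to 115 for new against published primary tumors, lowest without 39877 and highest without 29255, 6 to 19 for p53, without 22864 and 24661, and 0 to 75 for Brca2, highest without 23172. Tumors nearer to the normal centroid numbered 0 to 1. Of genes that did not pass a test, directions turned for Parp1 against normal epithelium, -0.045 to 0.14 with 1 normal sample left out, and between passaged and primary tumors for Mki67, -0.33 to 0.022, Brca1, -0.25 to 0.058, Brca2, -0.16 to 0.33, and H2ax, -0.41 to 0.11. H2ax was 0.085 with no covariate and Actb 0.00185 with the mean of its probe sets. Against normal epithelium, Parp1 passed at 0.51 with the mean of its probe sets, 0.71 in the merged table and 0.17 with array weights, and Rb1 at 0.55 with array weights and 0.39 over all arrays. The cause was not tested. No detection call per probe set is part of the values used here, so a low level and an absent transcript were not told apart.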

Other observations

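Tests of Brca1, p53 and Brca2 genotype, of new against published primary tumors and of the difference between the sets were chosen before the values were seen, and leaving out samples in turn was chosen after for all of these but Brca1 in the published set, where it was planned, and Brca1 in the new set, where it was not run. In the new set, some interferon response and B cell genes were lower and some genes of epithelial to mesenchymal transition higher in Brca1-deficient than in Brca1-wild type tumors, with primary or passaged as a covariate and all passages included, and no list call held with an estimated correlation. Of 22 interferon response genes 7 were lower and 0 higher (11 and 1 when adjusted over the list alone, camera adjusted p = 1.70e-06, adjusted p = 0.537 with an estimated correlation). Ifit1 had a log2 value of 7.37 ± 1.23 (SD, n = 16) in deficient and 9.39 ± 0.50 (SD, n = 11) in wild type tumors, a log2 fold change of -1.83 (SE 0.38), and Ifit3 one of -1.35 (SE 0.27). Of 11 B and plasma cell markers 6 were lower and none higher (7 and 1 when adjusted over the list alone, camera adjusted p = 0.00278, adjusted p = 0.537 with an estimated correlation), such as Igk at -2.66 (SE 0.75) and Jchain at -2.17 (SE 0.53). Of 17 epithelial to mesenchymal transition genes 5 were higher and none lower (7 higher when adjusted over the list alone, camera adjusted p = 0.00112, adjusted p = 0.537 with an estimated correlation), such as the transcription factor gene Twist1 at 1.71 (SE 0.40) and the matrix protease gene Mmp2 at 1.33 (SE 0.29). Fibroblast markers were higher for 3 of 12 and none lower (3 higher when adjusted over the list alone), namely Tcf21 at 2.98 (SE 0.62), Mfap5 at 1.11 (SE 0.35) and Col14a1 at 0.90 (SE 0.24), and smooth muscle and myofibroblast markers for 1 of 11 (1 when adjusted over the list alone), Des at 0.91 (SE 0.29). These lists had adjusted p = 0.249 and 0.210 from camera, and that of 26 extracellular matrix genes, with 4 higher and 2 lower (4 and 2 when adjusted over the list alone), had 0.218. Whether the transition genes differ in tumor cells or in stromal cells was not tested. Of 29 mitosis genes 3 were higher and none lower (6 higher when adjusted over the list alone, camera adjusted p = 0.00110, adjusted p = 0.941 with an estimated correlation). Of 23 epithelial genes 3 were lower and none higher (5 and 4 when adjusted over the list alone), with a list median of -0.02 here and 0.02 in the merged table and adjusted p = 0.415 from camera. These were Ocln at -1.53 (SE 0.50), Krt7 at -0.38 (SE 0.10) and Epcam at -0.36 (SE 0.09). Other higher genes included H2ax at 0.79 (SE 0.21), Eln, elastin, at 1.40 (SE 0.25), the troponin gene Tnni3 at 3.55 (SE 0.52) and Lsm12 at 3.26 (SE 0.26). Macrophage markers had a median of 0.45, with 1 of 16 higher and 0 when adjusted over the list alone (camera adjusted p = 0.00292, adjusted p = 0.941 with an estimated correlation). In all, 2017 genes passed, 1180 higher and 837 lower. Without passages 3 to 5, which hold Brca1-deficient tumors alone, the count was 295, and none of the named interferon, B cell, transition and epithelial genes passed, nor did H2ax, Mfap5, Col14a1 or Des, though each kept its direction. The log2 fold change was then -1.17 for Ifit1 (adjusted p = 0.0773 from limma), -0.88 for Ifit3 (0.0878), -2.96 for Igk (0.0700), -2.32 for Jchain (0.0565), 1.27 for Twist1 (0.127), 1.13 for Mmp2 (0.104), -0.55 for Ocln (0.392), -0.26 for Krt7 (0.161), -0.17 for Epcam (0.103), 0.46 for H2ax (0.256), 0.65 for Mfap5 (0.400), 0.95 for Col14a1 (0.109) and 0.61 for Des (0.400). Igk also did not pass with no covariate (-2.19, adjusted p = 0.0879), nor Ocln with the mean of its probe sets (-1.42, adjusted p = 0.0541). With that mean and in the merged table, Mfap5 (adjusted p = 0.0943 and 0.0722) and Des (adjusted p = 0.187 and 0.179) did not pass, nor did Des with near-identical arrays counted once (adjusted p = 0.0540).

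In the published set, Hhip was the 1 gene of 18193 that differed by Brca1 genotype. Its log2 value was 5.88 ± 0.24 (SD, n = 14) in Brca1-deficient and 8.41 ± 0.89 (SD, n = 4) in Brca1-wild type tumors, a log2 fold change of -2.53 (SE 0.24, adjusted p = 8.03e-05 from limma), and 706 genes had an unadjusted p under 0.05. With all 26 tumors and p53 and Brca2 genotype as covariates its log2 fold change was -2.53 and it did not pass (adjusted p = 0.570 from limma). New and published primary tumors differed in 65 genes, 42 higher and 23 lower in the new set, including Grn, progranulin, at -0.55 (SE 0.09) and the glutathione peroxidase gene Gpx4 at -0.59 (SE 0.10), and the count was 11 without tumor 39877, 43 without 34429 and 115 without 29255, and Gpx4 did not pass without 39877 (-0.56, adjusted p = 0.0772). Both arrays of tumor 30200 entered as separate samples, and the count was 69 without its published array. The arrays of tumor 30200 in the 2 sets differed by over 1 on the log2 scale in 108 genes and by over 2 in 11. Between tumors with missense and deleted p53, 13 genes differed, 4 higher and 9 lower in missense tumors, including Tubd1 at 1.59 (SE 0.17), Slfn8 at 2.21 (SE 0.27) and Gas5 at -1.03 (SE 0.15), with 6 without tumor 22864, and Gas5 did not pass without tumor 24661 (-0.90, adjusted p = 0.0533). None of the genes differed between Brca2-deficient and Brca1-deficient tumors in limma, 1687 had an unadjusted p under 0.05, and the count was 75 without tumor 23172 and 5 without tumor 24661. Over all probe sets, Brca1 genotype accounted for 11.1% of the variance in the new set (permutation test, one-sided, p = 6.90e-04) and 5.79% in the published set (exact permutation test, one-sided, p = 0.402), and new against published primary tumors for 7.33% (exact permutation test, one-sided, p = 0.0526). Over the 5 groupings tested, these are adjusted p = 0.00172, 0.402 and 0.0877.

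In other splits of the same samples into groups of the same sizes, chance between samples can be excluded for primary tumors against normal epithelium, where 1 of 100 splits, the real one with 7445 genes, had as many and the highest other split gave 2698. The same holds for passage number, at 1 of 100, with 2757 genes and 292 in the highest other split, and for Brca1 genotype in the new set, at 1 of 100, with 2017 and 288. For passaged tumors against normal epithelium, 1 of 100 splits, the real one with 5004 genes, had as many, and the highest other gave 1626. There the real normal samples are all published, while every other split placed new arrays among the normal samples. These splits do not repeat the real layout and cannot exclude chance for that comparison. For the last 3 comparisons the splits treat tumors of 1 line as separate samples, so chance between lines is not excluded. In the comparisons with normal epithelium the splits treat the 3 normal samples as separate. Whether these came from separate mice is not given in the sources used here, so chance between mice is not excluded there. For new against published primary tumors, 2 of 100 splits had at least as many genes, the real one with 65 and another with 433, the highest. Since the real count was 11 without tumor 39877 and the share of variance had p = 0.0526 (exact permutation test, one-sided), chance is not taken as excluded there. Chance cannot be excluded for Brca1 in the published set, where 11 of 100 splits had at least the real count of 1 and the highest other had 23, for the difference between the sets, at 7 of 100 with 26 genes and 216, or for p53, at 8 of 100 with 13 genes and 1097. Splits with 216, 433 and 1097 genes are several times the real counts and point to a structure of the samples other than these groups, which was not identified. For passaged against primary tumors, with a real count of 0, all 100 splits had at least as many and the highest other had 151, and for Brca2 against Brca1, also with 0, all 56 splits did and the highest other had 2.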
